# Smad3 is essential for polarization of tumor-associated neutrophils in non-small cell lung carcinoma

**DOI:** 10.1038/s41467-023-37515-8

**Published:** 2023-03-31

**Authors:** Jeff Yat-Fai Chung, Philip Chiu-Tsun Tang, Max Kam-Kwan Chan, Vivian Weiwen Xue, Xiao-Ru Huang, Calvin Sze-Hang Ng, Dongmei Zhang, Kam-Tong Leung, Chun-Kwok Wong, Tin-Lap Lee, Eric W-F Lam, David J. Nikolic-Paterson, Ka-Fai To, Hui-Yao Lan, Patrick Ming-Kuen Tang

**Keywords:** Translational immunology, Translational research, Cancer microenvironment

## Abstract

Neutrophils are dynamic with their phenotype and function shaped by the microenvironment, such as the N1 antitumor and N2 pro-tumor states within the tumor microenvironment (TME), but its regulation remains undefined. Here we examine TGF-β1/Smad3 signaling in tumor-associated neutrophils (TANs) in non-small cell lung carcinoma (NSCLC) patients. Smad3 activation in N2 TANs is negatively correlate with the N1 population and patient survival. In experimental lung carcinoma, TANs switch from a predominant N2 state in wild-type mice to an N1 state in Smad3-KO mice which associate with enhanced neutrophil infiltration and tumor regression. Neutrophil depletion abrogates the N1 anticancer phenotype in Smad3-KO mice, while adoptive transfer of Smad3-KO neutrophils reproduces this protective effect in wild-type mice. Single-cell analysis uncovers a TAN subset showing a mature N1 phenotype in Smad3-KO TME, whereas wild-type TANs mainly retain an immature N2 state due to Smad3. Mechanistically, TME-induced Smad3 target genes related to cell fate determination to preserve the N2 state of TAN. Importantly, genetic deletion and pharmaceutical inhibition of Smad3 enhance the anticancer capacity of neutrophils against NSCLC via promoting their N1 maturation. Thus, our work suggests that Smad3 signaling in neutrophils may represent a therapeutic target for cancer immunotherapy.

## Abstract (web summary)

TGF-β stimulated tumor-associated neutrophils (TANs) can exert pro-tumoral functions. Here the authors show that Smad3 activation in TANs is associated with an N2-like polarization state and poor outcome in patients with non-small cell lung carcinoma and that Smad3 targeting reprograms TANs to an antitumor state suppressing tumor growth in preclinical lung cancer models.

## Introduction

Cancer remains a leading cause of death worldwide^1,2^. Cancer cells are heterogeneous, versatile, and adaptable, leading to primary and secondary resistance^3^. Indeed, only a small population of patients with advanced lung cancer respond to immunotherapy^4^. However, rather than targeting tumor cells directly, modifying the function of specfic cell types—particularly immune cells—within the tumor microenvironment (TME) is an alternative strategy since cancer growth, invasion, and metastasis depend upon stromal conditions^5^. Thus, a better understanding of the immunodynamics of the TME may uncover new strategies for the development of effective anticancer therapies.

Leukocytes make up a substantial component of stromal cells in lung cancer, with variable numbers of T cells, B cells, macrophages, dendritic cells, mast cells, and granulocytes present^6^. While the contribution of most of these immune cell types to tumor growth has been investigated in detail, the role of neutrophils is less well understood. Originally considered neutral bystanders, it is now evident that the TME can induce neutrophil polarization into different functional states^7^. Within the TME, neutrophils can be polarized to an antitumor N1 state or to a protumor N2 state^8^. However, the mechanisms regulating this polarization remain to be fully explored.

TGF-β is a potent immunosuppressive and differentiation factor that can promote tumor growth^9^. Treatment with a small molecule inhibitor of TGF-β receptor signaling substantially reduced the growth of a mouse mesothelioma tumor in association with increased CD8 + T cells^10^. This protective effect was also associated with increased tumor-associated neutrophils (TANs) and polarization of neutrophils to an antitumor N1 state^8,11^. Additional studies have shown that TGF-β can stimulate a protumor N2 neutrophil phenotype, but the underlying mechanisms remained unclear^12,13^. The TGF-β receptor complex can engage both Smad-dependent canonical signaling and Smad-independent non-canonical signaling^14,15^. Emerging evidence indicates the importance of Smad3 in lung cancer TME. Activation (phosphorylation) of SMAD3 in immune cells was negatively associated with the overall and disease-free survival of patients with lung cancer independent of their histological subtypes^16^. A critical role for canonical TGF-β/Smad3 signaling in cancer development was demonstrated by the substantial reduction tumor growth seen in *Smad3* gene-deficient mice (Smad3-KO)^17^. While TGF-β/Smad3 signaling suppresses natural killer cell (NK cell) activity and promotes the accumulation of cancer-associated fibroblasts^17,18^, the contribution of TGF-β/Smad3 signaling in the polarization of TANs and tumor growth remains unknown.

Here, we show that Smad3 activation in TANs is associated with a predominant N2 state of polarization and a poor outcome in patients with non-small-cell lung carcinoma (NSCLC). Smad3-KO mice exhibit increased neutrophil infiltration and a switch to a predominant N1 antitumor state in a lung cancer model. A functional role for these Smad3-KO N1 TANs in inhibiting tumor growth is confirmed by neutrophil depletion studies, while the adoptive transfer of Smad3-KO neutrophils inhibits tumor growth in wild-type mice. In addition, Smad3-KO neutrophils show the enhanced killing of tumor cells in vitro. Integrating analysis of the transcriptome and chromatin binding at the single cell level shows that Smad3 induces transcription of genes promoting a protumor N2 state in TANs, whereas, without Smad3, these TANs further differentiate into an antitumor N1 state. Thus, inhibition of Smad3 is identified as a therapeutic strategy to promote polarization of TANs to an antitumor N1 state and thus suppress the development of lung cancer.

## Results

### SMAD3 activation negatively correlates with N1 TAN abundance in NSCLC

We investigated SMAD3 activation (phosphorylation) in TAN in a bank of NSCLC tissue samples. Neutrophils were identified by expression of the CD16b antigen^19–21^, which was validated in a fresh NSCLC sample by flow cytometry which demonstrated distinct CD16b^+^ neutrophil and CD68^+^ macrophage populations (Supplementary Fig. 1A). Multicolor immunostaining identified iNOS^+^CD16b^+^ and CD206^+^CD16b^+^ cells, designated as N1 and N2 TANs, respectively (Fig. 1A, B). N1 state TANs represented a low percentage of total CD16b^+^ cells in both NSCLC tumors and control lung tissue. By contrast, N2 state TANs represented over 50% of total CD16b^+^ cells in tumors, but less than 10% of CD16b^+^ cells in control lung tissue (Fig. 1C). Immunoperoxidase staining showed many p-SMAD3^+^ in tumors compared to few stained cells in control lung tissue (Supplementary Fig. 1B). Three-dimensional confocal imaging showed p-SMAD3 staining in many CD206^+^CD16b^+^ N2 TANs (Fig. 1D**)**. Unexpectedly, SMAD3 phosphorylation was negatively correlated with the percentage of N1 cells in total CD16b^+^ TANs but did not correlate with the percentage of N2 TANs in patients with lung adenocarcinoma in our patient cohort (*n* = 72, Fig. 1E, F and Supplementary Table 1). Based on the median value, a higher abundance of N1 TANs (≥10% of the area) was associated with better disease-free survival in NSCLC patients (Fig. 1G and Supplementary Data 1), whereas a lower N1/N2 or N1/p-SMAD3^+^ TAN ratio was associated with disease progression (Supplementary Fig. 1C, D). These findings demonstrate an association between SMAD3 activation and N1/N2 polarization in cancer progression.

**Fig. 1:**
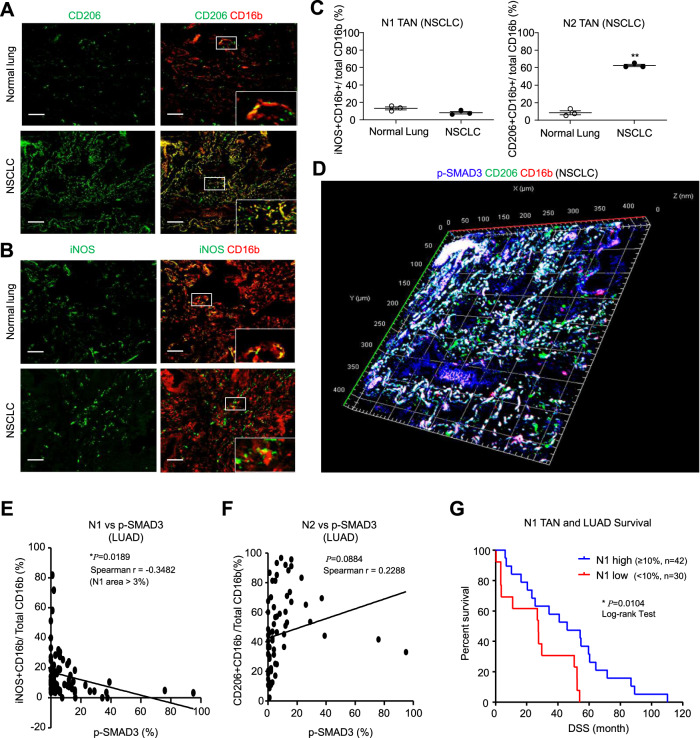
SMAD3 activation is negatively associated with an N1 phenotype in NSCLC. **A**–**C** Confocal imaging and quantification show a marked accumulation of N2 TANs (CD206^+^CD16b^+^ cells) in NSCLC compared to adjacent normal lung tissue, which contrasts with the small population of N1 TANs (iNOS^+^CD16b^+^ cells) (**P < 0.01 vs. normal lung; two-tailed *t*-test). **D** Three-dimensional confocal image showing SMAD3 activation (p-SMAD3, blue) in many N2 TANs (CD206^+^CD16b^+^ cells) in NSCLC. Correlation analysis shows that Smad3 activation (**E**) has a negative correlation with the proportion of N1 TANs (**F**) but does not correlate with the proportion of N2 TANs (Pearson correlation two-tailed test). **G** A low proportion of N1 TANs are significantly associated with higher patient mortality in NSCLC (log-rank (Mantel–Cox) test). Scale bar, 50 μm. **A**–**D** Data represents mean ± SEM of three patients/group. **E**–**G** Data based on a cohort of 72 patients. The exact *P* values of normal lung vs. NSCLC tissue are **1C**. *P* = 0.0655(N1 TAN) and *P* = 0.004(N2 TAN). Source data are provided as a Source Data file.

### Smad3 deletion promotes N1 state TANs and reduces tumor growth in the LLC model

The role of Smad3 in regulating neutrophil recruitment and polarization in lung cancer was investigated in wild-type (Smad3-WT) and Smad3-knockout (Smad3-KO) mice using the syngeneic Lewis lung carcinoma (LLC) cell model^14,17^. LLC tumors in wild-type mice showed many p-Smad3^+^ cells, with two color staining showing numerous Ly6G^+^ neutrophils also exhibiting p-Smad3 staining (Fig. 2A and Supplementary Fig. 2A). Smad3-KO mice inoculated with LLC cells showed a marked increase in the abundance of neutrophils in both the circulation and the TME as shown by immunostaining and flow cytometry, as well as substantially less tumor growth on day 15 compared to wild-type controls (Fig. 2A–C and Supplementary Fig. 2A, B). While LLC tumors showed p-Smad3 staining in Smad3-KO mice (Fig. 2A), this staining was absent from Ly6G+ TANs and was attributed to Smad3 activation within LLC tumor cells (Supplementary Fig. 2A, B). LLC tumors in wild-type mice displayed a high proportion of TANs with an N2 phenotype (CD206^+^Ly6G^+^ cells) and low levels of TANs with an N1 phenotype (iNOS^+^Ly6G^+^ cells). By contrast, neutrophils in the TME in Smad3-KO mice contained a low proportion of N2 and a high proportion of N1 phenotype cells (Fig. 2D, E and Supplementary Fig. 2C, D), implying a role for Smad3 in the N1/N2 polarization of TAN in lung cancer.

**Fig. 2:**
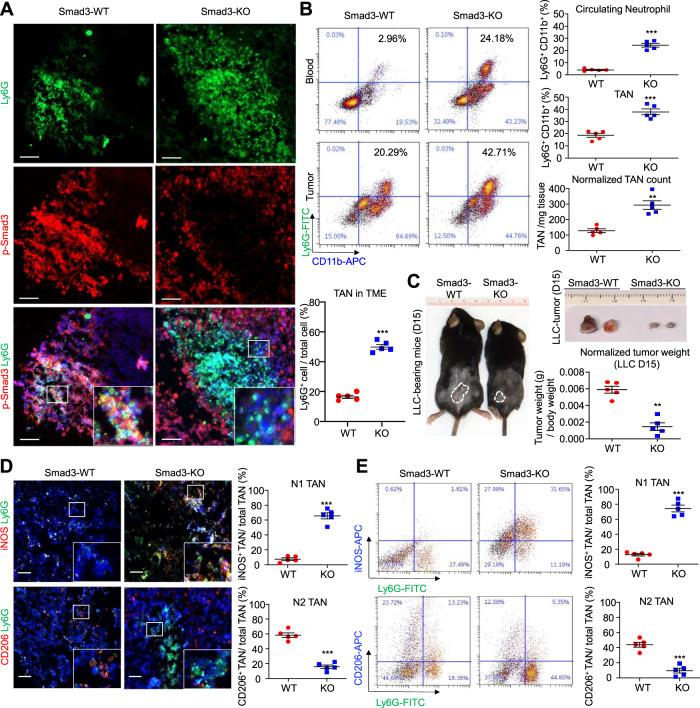
Smad3 deficiency increases the proportion of N1 TANs in LLC tumors. **A** Confocal imaging and **B** flow cytometry, show an increase in Ly6G^+^ neutrophils in the circulation and in the TME of LLC-bearing Smad3-KO mice compared to wild-type (Smad3-WT) controls (**P < 0.01, ***P < 0.001 vs. Smad3-WT, two-tailed *t*-test). **C** Smad3-KO mice show smaller tumors compared to Smad3-WT controls on day 15 (**P < 0.01 vs. WT, two-tailed *t*-test). **D** Immunofluorescence and **E** flow cytometric analysis showed a low proportion of N1 (iNOS^+^Ly6G^+^) and a high proportion of N2 (CD206^+^ Ly6G^+^) phenotype TANs in Smad3-WT mice, which is reversed in Smad3-KO mice which show a high abundance of N1 and a low abundance of N2 TANs (***P < 0.01 vs. WT, two-tailed *t*-test). Scale bars, 50 μm. **A**–**E** Data represents mean ± SEM of five mice/group. The exact *P* values of WT vs. KO are **2A**. *P* = 0.0002(TAN in TME), **2B**. *P* = 0.002(Circulating Neutrophil), *P* = 0.0004(TAN), *P* = 0.0078(Normalized TAN count). **2C**. *P* = 0.0011. **2D**. *P* = 0.0003(N1 TAN), *P* = 0.0002(N2 TAN). **2E**. *P* = 0.0002(N1 TAN), *P* = 0.0005(N2 TAN). Source data are provided as a Source Data file.

### scRNA-seq analysis of Smad3 regulation of N1/N2 polarization in TANs

To capture the transcriptome profile of TAN populations, we used Fluorescence-activated Cell Sorting (FACS) to isolate Ly6G^+^ CD11b^+^ neutrophils from LLC tumors dissected from Smad3-WT and Smad3-KO mice and performed 10X single-cell RNA sequencing (scRNA-seq)^14^ (Supplementary Fig. 3A). 

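CD11b+Ly6G+ cells from 8 pooled LLC tumors per genotype gave 1 library each for Smad3-WT and Smad3-KO TANs, made with a 5′ kit. LLC is a line of mouse lung carcinoma cells that was inoculated into the mice. The authors processed the reads with Cell Ranger, and the deposited matrix holds counts of UMIs per gene in each barcode called as a cell, without normalization and without the later filters on cells. The Smad3-WT library held 23951400 UMIs in 4116 barcodes, and the Smad3-KO library held 4214290 UMIs in 2514 barcodes. The barcodes of each genotype were recognized from the authors' deposited averages, which for each of their genes equalled the UMIs summed over the barcodes given that genotype, divided by their total and multiplied by 1311, with largest differences of 3.58e-08 for Smad3-WT and 4.91e-09 for Smad3-KO. The Smad3-KO allele lacks exon 8 and has a disrupted exon 7, while tags of a 5′ library lie toward the start of the transcript, so UMIs of Smad3 check nothing about the genotype of a library.
Cells with at least 200 genes, under 10% mitochondrial UMIs and more than 500 but fewer than 20000 UMIs were kept, as the methods state. This left 3520 Smad3-WT cells with 12176201 UMIs and 2433 Smad3-KO cells with 4146792 UMIs. The upper limit on UMIs removed 382 Smad3-WT cells and 0 Smad3-KO cells. UMIs of a gene were summed over the cells of a library and divided by all UMIs of these cells, as CPM, with exact Poisson intervals, and shares of cells carry exact Clopper-Pearson intervals, all at 95%. Because each genotype has 1 library, no replicate error exists, genotypes were not tested against each other, and every interval covers counting error only. Cells were clustered by the Louvain method on 100 principal components of 2000 variable genes, at resolution 0.1, which gave 8 clusters that were named by marker genes of cell types. The authors' own assignment of cells to P1 to P8 was not used here, so a difference from the study may come from these rebuilt names. Scrublet marked 3 of 5953 cells as doublets, too few for the caller to have worked, and no doublets were removed.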

In our single-cell dataset, we sorted 4116 cells from Smad3-WT TANs and 2514 cells from Smad3-KO TANs with a median of 1311 unique molecular identifiers (UMIs) with 603 genes per cell (Supplementary Table 2). 

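Over both libraries, the median barcode held 1311 UMIs and 606 genes. The medians were 1671.5 UMIs and 781.5 genes per barcode in the Smad3-WT library and 1177 UMIs and 550 genes in the Smad3-KO library. Among cells that passed the quality filter, the medians were 1318.5 UMIs for Smad3-WT and 1199 for Smad3-KO.
After the CD11b+Ly6G+ sort, neutrophil-like cells made up 1826 of 3520 Smad3-WT cells (51.9%, interval 50.2 to 53.5) and 1112 of 2433 Smad3-KO cells (45.7%, interval 43.7 to 47.7). They came from cluster 1, led by Mmp9, G0s2, Il1r2 and Cxcr2, with 1816 Smad3-WT and 185 Smad3-KO cells, from cluster 3, led by Il1a, Csf3 and Lcn2, with 10 and 865 cells, and from cluster 8, led by Ngp, Camp and Ltf, with 0 and 62 cells. At this setting, most neutrophil-like cells of the 2 libraries thus lay in different clusters, and a cluster held mostly by 1 library may be that library rather than a type of cell. With 30 principal components, the largest neutrophil-like cluster held 1833 Smad3-WT and 1006 Smad3-KO cells. With the filter that the methods give for MetaCell, it held 1877 and 1042. The split stayed without the quality filter, at resolution 1.0 and with another seed. Macrophage or monocyte-like cells (cluster 2, led by Pf4, C1qb and Mmp12) were 35.9% of Smad3-WT cells (interval 34.3 to 37.5) and 9.08% of Smad3-KO cells (interval 7.97 to 10.3). At resolution 1.0, 107 of these 221 Smad3-KO cells and 79 of the 1264 Smad3-WT cells were dendritic-like, and the shares of macrophage or monocyte-like cells were 35.5% and 4.69%. LLC carcinoma-like cells (cluster 6, led by Wfdc2, Rhox5, Cav1 and Krt8) were 9.18% (interval 8.24 to 10.2) and 1.27% (interval 0.867 to 1.80), but the 31 Smad3-KO cells had a median of 620 UMIs against 13530 in Smad3-WT and may be a mixed group rather than carcinoma cells. The quality filter caps UMIs, and without it these shares were 15.9% and 2.70%. T or NK-like cells (cluster 5, led by Cd3g, Cd3e and Nkg7) were 1.65% (interval 1.25 to 2.12) and 18.7% (interval 17.2 to 20.4). B cell-like cells (cluster 4, led by Igkc and Cd79a) were 1 Smad3-WT cell and 545 Smad3-KO cells, or 22.4% (interval 20.8 to 24.1). Fibroblast-like cells (cluster 7, led by Col1a1 and Dcn) were 1.36% and 2.79%.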

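At least 1 UMI of any of the 4 markers S100a9, S100a8, Csf3r and Il1rn was found in 2899 Smad3-WT cells, or 82.4% of those that passed the quality filter, and in 1605 Smad3-KO cells, or 66.0%. These are the filtered cells in what follows, with median depths of 995 and 1155 UMIs. At least 2 of the markers were found in 2451 and 1328 cells, at least 3 in 2038 and 1129 cells, and all 4 in 1001 and 560 cells. The text of the paper does not name how the markers were combined, and none of these combinations gave the numbers of cells in the paper.
A marker was detected in 99.6% of Smad3-WT and 99.8% of Smad3-KO neutrophil-like cells, whose median depths were 739 and 1022.5 UMIs. It was also detected in 70.3% of Smad3-WT macrophage or monocyte-like cells at a median of 3628.5 UMIs, in 39.3% of Smad3-WT LLC carcinoma-like cells at a median of 13530 UMIs, and in 34.5% of Smad3-KO B cell-like cells at a median of 1221 UMIs. Of the filtered cells, 1819 Smad3-WT cells (62.7%, interval 61.0 to 64.5) and 1110 Smad3-KO cells (69.2%, interval 66.8 to 71.4) were neutrophil-like. The alternative that moved the Smad3-KO share most was to apply no marker filter, which gave 45.7%. Neutrophil-like cells held 19.9% of the UMIs of the filtered Smad3-WT cells and 53.0% of those of the filtered Smad3-KO cells. Macrophage or monocyte-like cells held 56.3% and 17.6%, and LLC carcinoma-like cells held 19.1% and 0.583%.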

The dataset was then filtered according to multiple neutrophil-specific markers (S100a9, S100a8, Csf3r, and Il1rn)^22^, resulting in 3293 Smad3-WT TANs and 1323 Smad3-KO TANs retained for downstream analysis (Supplementary Fig. 3B). 

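In the filtered cells, Smad3 (ENSMUSG00000032402) stood at 14.9 CPM (interval 12.3 to 17.8) in the Smad3-WT library and at 109 CPM (interval 96.2 to 122) in the Smad3-KO library. The N1 markers Tnf (ENSMUSG00000024401), Icam1 (ENSMUSG00000037405) and Fas (ENSMUSG00000024778) summed to 187 CPM in Smad3-WT TANs (interval 177 to 197) and to 993 CPM in Smad3-KO TANs (interval 956 to 1032), a ratio of 5.32 (interval 4.99 to 5.67). The single ratios were 7.99 for Tnf (interval 7.17 to 8.91), 6.94 for Icam1 (interval 6.10 to 7.90) and 2.69 for Fas (interval 2.41 to 3.01). The N2 markers Arg1 (ENSMUSG00000019987), Ccl2 (ENSMUSG00000035385) and Vegfb (ENSMUSG00000024962) summed to 2058 CPM in Smad3-WT TANs (interval 2027 to 2090) and to 258 CPM in Smad3-KO TANs (interval 238 to 278), a ratio of 0.125 (interval 0.116 to 0.135). Singly, the ratio was 0.177 for Arg1, 0.101 for Ccl2 and 0.231 for Vegfb. On a log scale, averaging over cells in place of summing UMIs moved the N1 ratio most, to 3.10, and requiring all 4 neutrophil markers moved the N2 ratio most, to 0.0659.
Within neutrophil-like cells, the N1 markers summed to 560 CPM in the Smad3-WT library, mostly from cluster 1, and to 1576 CPM in the Smad3-KO library, mostly from cluster 3, a ratio of 2.81 (interval 2.60 to 3.04). Tnf was higher in Smad3-KO by 3.93 times (interval 3.46 to 4.47) and Icam1 by 5.90 times (interval 4.85 to 7.22), while Fas was higher by 1.22 times (interval 1.07 to 1.39). The N2 markers had 183 UMIs (115 CPM) in Smad3-WT and 76 UMIs (54.7 CPM) in Smad3-KO neutrophil-like cells, a ratio of 0.477 (interval 0.360 to 0.626). Of these, Ccl2 had a ratio of 0.0857 (interval 0.0402 to 0.162), while Arg1 had 47 UMIs in 34 Smad3-WT cells and 65 UMIs in 14 Smad3-KO cells, a ratio of 1.59 (interval 1.07 to 2.36). Vegfb had 2 and 1 UMIs. Neutrophil-like cells held 1.11% of the N2 marker UMIs of the filtered Smad3-WT cells, against 89.8% in macrophage or monocyte-like cells and 6.11% in LLC carcinoma-like cells. The level of Ccl2 in Smad3-WT neutrophil-like cells was 0.0385 of that in macrophage or monocyte-like cells (interval 0.0323 to 0.0457) and that of Arg1 0.0290. The median of this quotient over 15 macrophage marker genes was 0.0369. It ranged from 0.0167 for Pf4 to 0.641 for Ly6c2, and was 0.0209 to 0.0231 for C1qa, C1qb and C1qc. Background RNA may thus account for both genes, but a level of Ccl2 above it is not excluded. The UMIs in Smad3-WT say little about expression in these cells. No such quotient was taken in Smad3-KO, so the 65 UMIs of Arg1 in 14 cells there are left open. In macrophage or monocyte-like cells, the ratio between Smad3-KO and Smad3-WT was 3.62 for the N1 markers and 0.107 for the N2 markers. At resolution 1.0, which named part of this class dendritic-like, the ratios were 2.07 and 0.197.

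**Figure D1:**
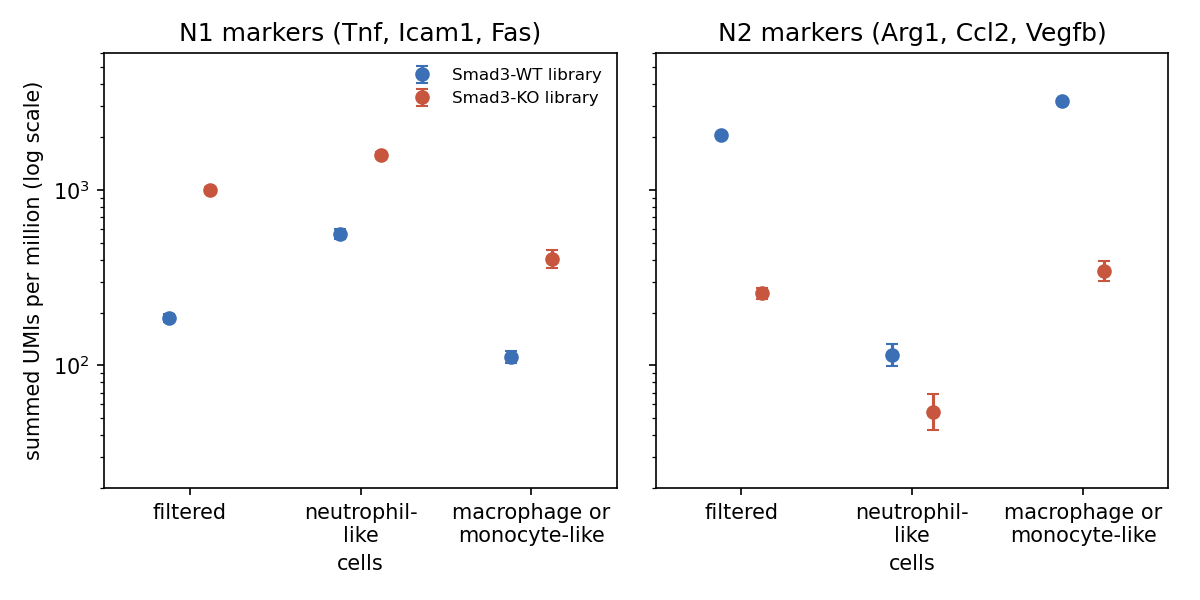
Summed CPM of the N1 markers (left) and the N2 markers (right) on a log scale in the filtered, neutrophil-like and macrophage or monocyte-like cells of each library, with exact Poisson intervals. The N2 markers stand at 2058 CPM in filtered Smad3-WT cells and at 115 CPM in the neutrophil-like ones.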

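The sheet behind Fig. 3A lists 25 genes as higher and 25 as lower in Smad3-KO TANs. In the filtered cells, 25 of the 25 higher genes had a higher level in the Smad3-KO library, with a median ratio of 6.26, and 25 of the 25 lower genes had a lower level, with a median ratio of 0.425. Among 10000 random lists of genes matched for expression, these medians lay at percentiles 100 and 0, as a description of these libraries. Within neutrophil-like cells, 23 of the 24 higher genes with at least 20 UMIs were higher, with a median ratio of 3.61, and 23 of the 25 lower genes were lower, with a median ratio of 0.799 at percentile 30.1. The study chose these genes on the same libraries, so they are not independent evidence.
Among 5476 genes with at least 200 UMIs in the filtered cells, those with 0 UMIs in Smad3-WT included Igha, at least 1531-fold higher in Smad3-KO against a floor of 3 UMIs over the library, and Igkv6-20, at least 1083-fold higher. Those with 0 UMIs in Smad3-KO included Ppbp, at least 195-fold lower, Wfdc2, at least 136-fold lower, Gm34084, at least 111-fold lower, and Rhox5, at least 71.3-fold lower. Ppbp is among the genes that lead cluster 2, and Wfdc2 and Rhox5 among those that lead cluster 6. Among 1641 such genes in neutrophil-like cells, Camp had 0 UMIs in Smad3-WT and 3812 in Smad3-KO cells, at least 1458-fold higher, and Ngp had a ratio of 2799 (interval 775 to 23122). The 62 Smad3-KO cells of cluster 8 held 3784 of these Camp UMIs and 4844 of the 4878 Smad3-KO UMIs of Ngp. Both folds thus rest mostly on that cluster and not on the class as a whole. Of the lowest, Gm34084 had 269 and 0 UMIs, at least 78.1-fold lower, and Clec4n had a ratio of 0.0341 (interval 0.0271 to 0.0424).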

By merging the two cleaned datasets, we detected distinct transcriptome signatures of Smad3-WT (red) and Smad3-KO (blue) TANs (Fig. 3A, Supplementary Fig. 4A, and Supplementary Data 2), where N1 markers (*Tnf, Icam1,* and *Fas*) were highly expressed in the Smad3-KO clusters, whereas N2 markers (*Arg1, Ccl2*, *and Vegf-b*) were highly expressed in the Smad3-WT clusters (Fig. 3B). 

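The study's sheets give the log2 fold change of each cluster P1 to P8 for 99 genes (Fig. 3C) and 54 genes (Fig. 4E). These values were set against the log2 ratio of each cluster found here to the other filtered cells, with 5 CPM added to both, by Spearman's rho across genes, which are not independent replicates. P1 was nearest to cluster 6, the LLC carcinoma-like cluster, with rho 0.92 on the genes of Fig. 3C and 0.86 on those of Fig. 4E, where the fibroblast-like cluster 7 was almost as near, with rho 0.84. Cluster 6 held 323 Smad3-WT and 31 Smad3-KO cells before the marker filter, with medians of 13530 and 620 UMIs, so the name rests on the Smad3-WT cells. All 10 genes that the study lists at the top of P1, Igfbp4, Npm1 and Hspe1 among them, had their highest level in cluster 6. P8 was nearest to cluster 3, with rho 0.98 on both lists, and 9 of its top 10 genes were highest there. P4, P6 and P7 were nearest to cluster 1, with rho between 0.86 and 0.94.
The authors also deposited averages for 13 clusters of the unfiltered cells, which are not P1 to P8. On the genes of Fig. 3C, P1 was nearest to deposited clusters 2 and 11, with rho 0.95 for both. The deposited average of Krt8, a marker gene of carcinoma cells, was 0.313 in cluster 2 and 0.565 in cluster 11 per 1311 UMIs, and 0.00168 in cluster 3, which was nearest to P8.

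**Figure D2:**
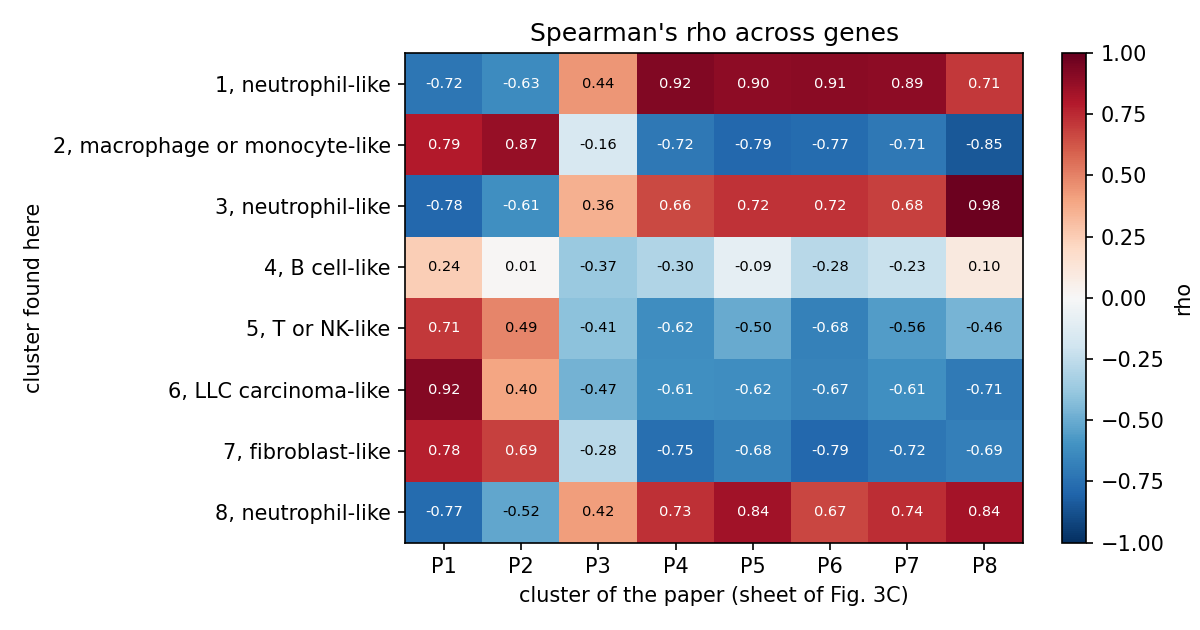
Spearman's rho across the genes of Fig. 3C between each cluster of the paper (columns) and each cluster found here (rows). P1 has its highest rho, 0.92, with the LLC carcinoma-like cluster 6, and P8 its highest, 0.98, with the neutrophil-like cluster 3.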

Smad3-WT and KO TANs were then unbiasedly clustered into P1 to P8 according to their transcriptome profile (Fig. 3C, D, Supplementary Fig. 4B, Supplementary Table 3, and Supplementary Data 2), where P1 is a WT-specific cluster with N2 marker expression and P8 is a KO-specific cluster with N1 markers expression as shown in t-SNE plots (Fig. 3E). 

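The sheet of Supplementary Data 2 that sets P1 beside P8 for an N1 and N2 signature names 39 genes, and 38 of them had UMIs in the clusters compared. In cluster 3, the neutrophil-like cluster nearest to P8, 38 of these 38 genes had a higher CPM than in cluster 6, the LLC carcinoma-like cluster nearest to P1, with a median ratio of 3.26. Against all Smad3-WT neutrophil-like cells, 15 were higher and 23 lower in cluster 3, with a median ratio of 0.925. Between the libraries, the median ratio of Smad3-KO to Smad3-WT over the filtered cells was 1.05, with 20 of 37 genes higher, at percentile 94.3 of the matched random lists, and averaging over cells gave 0.923. Within neutrophil-like cells it was 0.941, with 15 of 36 genes higher, at percentile 83.5, and median-of-ratios scaling gave 1.09.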

By comparison with the reported gene signatures of N1 and N2 TANs^23^, we identified that the WT-specific cluster P1 corresponded to N2 TANs, whereas the KO-specific cluster P8 corresponded to N1 TANs (Fig. 3F and Supplementary Data 2). The upregulated differentially expressed genes (DEGs) of the Smad3-KO-specific cluster P8 were strongly associated with antitumor functions (immune response and positive regulation of cell killing), whereas protumor functions (angiogenesis and positive regulation of cell proliferation) were linked to the Smad3-WT-specific cluster P1 (Fig. 3G, H and Supplementary Data 2). Furthermore, we observed a progressive phenotypic change of N2 to N1 marker expression in clusters P1 to P8 (Fig. 3I), suggesting a regulatory role of Smad3 in neutrophil development.

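Over the filtered cells, Tnf stood at 943 CPM in cluster 3, nearest to P8 (interval 886 to 1002), at 188 CPM in cluster 1 (interval 168 to 210), at 45.3 CPM in the macrophage or monocyte-like cluster 2 and at 4.53 CPM in the LLC carcinoma-like cluster 6, nearest to P1. Icam1 stood at 545 CPM in cluster 3 and 78.3 CPM in cluster 1, and Fas at 410 and 279 CPM. Arg1 was highest in cluster 2, at 953 CPM (interval 926 to 981), against 22.7 CPM in cluster 6 (interval 15.8 to 31.5) and 27.3 CPM in cluster 1. It stood at 57.4 CPM in cluster 3 (interval 44.1 to 73.5), above cluster 6 and against the direction that the paper states for P1 and P8. Ccl2 was also highest in cluster 2, at 2055 CPM (interval 2015 to 2095), with 1403 CPM in the fibroblast-like cluster 7, 539 CPM in cluster 6 (interval 503 to 577) and 9.12 CPM in cluster 3. Vegfb was highest in cluster 6, at 91.9 CPM (interval 77.4 to 108), and 3 UMIs of it lay in clusters 1 and 3 together. From the change of N1 and N2 markers between P1 and P8, the paper proposes that Smad3 has a regulatory role in neutrophil development.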

**Fig. 3:**
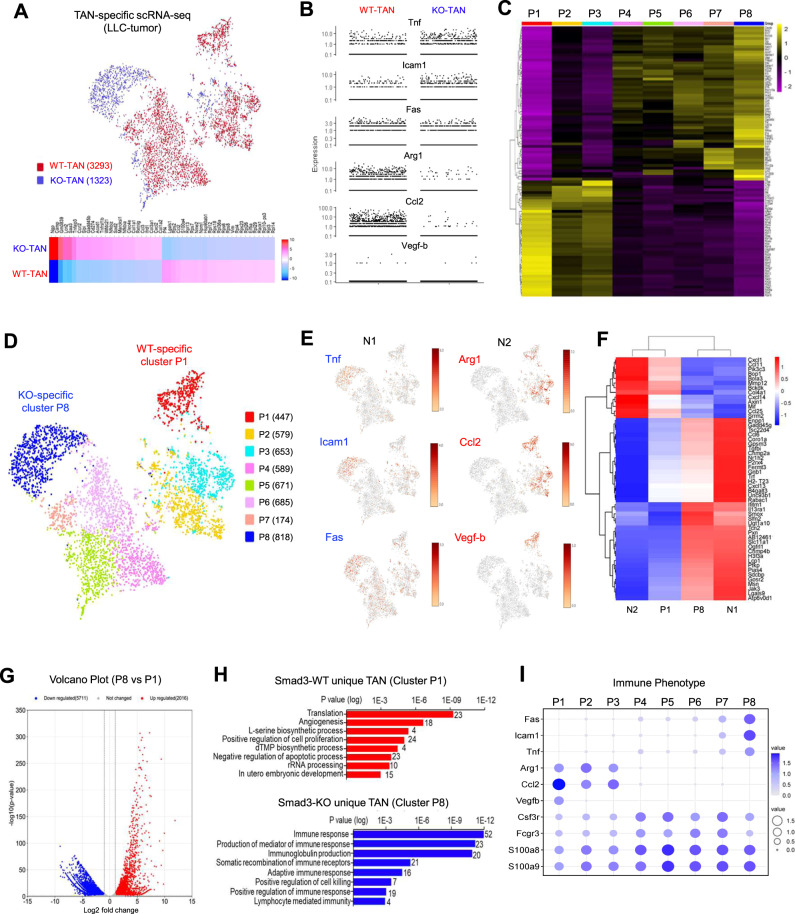
Transcriptome analysis showing that Smad3 regulates N1/N2 polarization in TANs. TANs (Ly6G^+^CD11b^+^ cells) sorted from LLC tumors in Smad3-WT and Smad3-KO mice (pooled from eight tumors /group) underwent scRNA-seq. **A** t-SNE plot and heatmap of the filtered scRNA-seq dataset show distinct transcriptome profiles of TANs from Smad3-WT (red) and Smad3-KO (blue) mice. **B** Expression plot shows Smad3-KO TANs predominantly express markers of an N1 phenotype (Tnf, Icam1, and Fas), whereas Smad3-WT TANs predominantly express markers of an N2 phenotype (Arg1, Ccl2, and Vegf-b). **C** Heatmap and **D** t-SNE plot showing the top 100 differential expressed genes (DEGs) and the relationship amongst eight clusters (P1 to P8) of Smad3-WT and -KO TANs unbiasedly grouped using the Louvain method. **E** t-SNE plots show enrichment of N2 markers (Arg1, Ccl2, and Vegf-b) in the Smad3-WT-specific P1 cluster and enrichment of N1 markers (Tnf, Icam1, and Fas) in the Smad3-KO-specific P8 cluster. **F** Heatmap analysis further indicates that P1 and P8 clusters share transcriptome signatures with N2 and N1 TANs, respectively, as defined by ref. ^23^. **G** Volcano plot shows the distinct transcriptome profile of P8 compared to P1 (statistical significance calculated by Loupe Cell Browser). **H** GO analysis of upregulated differentially expressed genes (DEGs) extracted from Smad3-WT (P1) and Smad3-KO (P8) specific clusters reveals that Smad3-KO TANs acquired anticancer functions via cell killing and immune responses, compared to Smad3-WT TANs which exhibit a protumor phenotype with functions of angiogenesis and positive regulation of cell proliferation. (Benjamini–Hochberg–corrected two-tailed *t*-test). **I** Dot plot visualizing the switch of N1 and N2 marker expression across clusters P1–P8, suggesting a regulatory role of Smad3 in the phenotypic shift of TANs.

### Smad3 limits neutrophil development in TME at the transcriptional level

To elucidate the potential regulatory role of Smad3 in neutrophil development in TME, we performed RNA velocity analysis to recapture the developmental pathway of Smad3-WT and -KO TANs in LLC tumor with single-cell resolution^24^. Unexpectedly, we found that Smad3-WT-specific TAN (cluster 3) can be gradually transited into Smad3-KO-specific TAN (cluster 2) indicated by their developmental direction arrows in Fig. 4A. 

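Stmn1 (ENSMUSG00000028832) and Ube2c (ENSMUSG00000001403) summed to 118 CPM in the filtered Smad3-WT cells (interval 111 to 126) and to 86.3 CPM in the filtered Smad3-KO cells (interval 75.5 to 98.4), a ratio of 0.730 (interval 0.629 to 0.845). Of the 946 Smad3-WT UMIs of both genes, 50.8% lay in macrophage or monocyte-like cells, 40.8% in LLC carcinoma-like cells and 2.43% in neutrophil-like cells. Neutrophil-like cells held 23 of these UMIs in the Smad3-WT library and 32 in the Smad3-KO library, a ratio of 1.60 whose interval, 0.906 to 2.86, includes 1, so that a difference was not detectable at this depth. Without cluster 8, which was led by Ngp, Camp and Ltf and held Smad3-KO cells only, 4 Smad3-KO UMIs remained and the ratio was 0.225 (interval 0.0566 to 0.659). Cluster 8 held most Smad3-KO UMIs of both genes in this class, so leaving it out lowers the ratio by construction. Background RNA from the other classes was not measured for these genes, so the ratio of 0.225 is not read as expression in neutrophils.
Il1b (ENSMUSG00000027398) and Csf3r (ENSMUSG00000028859) summed to 2964 CPM in the filtered Smad3-WT cells (interval 2926 to 3002) and to 6037 CPM in the filtered Smad3-KO cells (interval 5943 to 6132), a ratio of 2.04 (interval 2.00 to 2.08). Averaging over cells in place of summing UMIs changed the direction of Csf3r, to a ratio of 0.796. Of the Smad3-WT UMIs of both genes, 69.8% lay in neutrophil-like cells. Within these cells, the sum was 10385 CPM in the Smad3-WT library and 9912 CPM in the Smad3-KO library, a ratio of 0.954 (interval 0.933 to 0.976), and 1.05 without cluster 8. Il1b had a ratio of 0.994 (interval 0.970 to 1.02), or 1.16 under median-of-ratios scaling, and Csf3r a ratio of 0.671 (interval 0.624 to 0.721) in neutrophil-like cells.

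**Figure D3:**
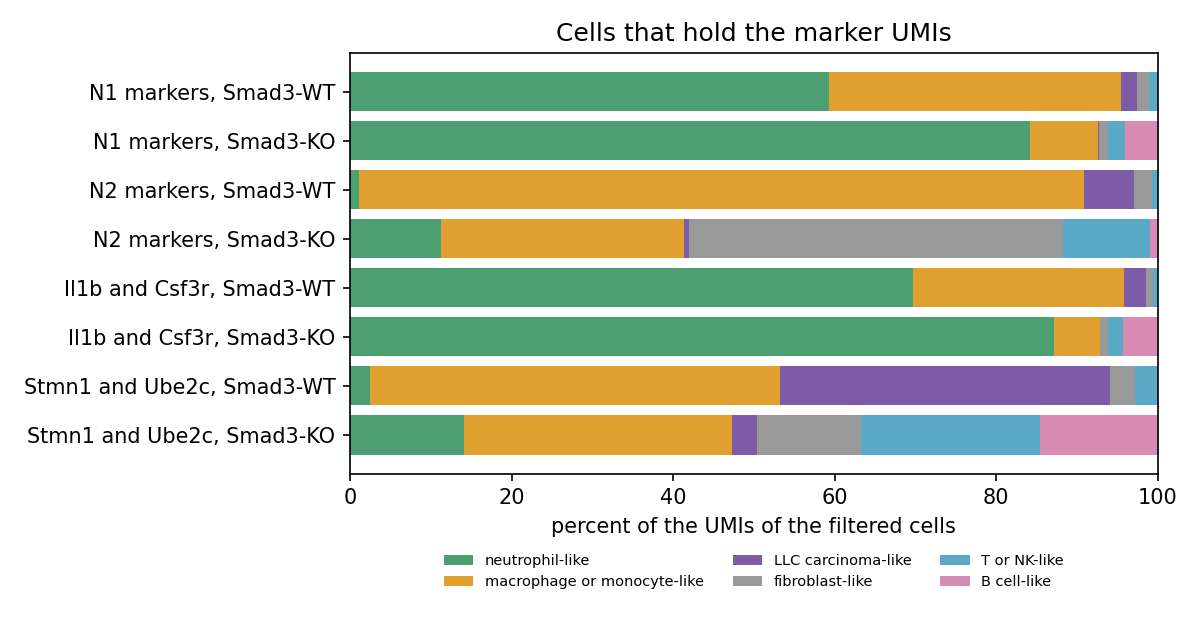
Percent of the UMIs of each pair or group of marker genes that lay in each class of filtered cells, per library. In the Smad3-WT library, neutrophil-like cells hold 2.43% of the UMIs of Stmn1 and Ube2c and 69.8% of those of Il1b and Csf3r.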

Interestingly, we observed that N2 (*Arg1, Ccl2,* and *Vegf-b*) and N1 (*Fas, Icam1,* and *Tnf*) phenotypes were respectively associated with the expression levels of neutrophil immature (*Stmn1* and *Ube2c*) and mature (*Il-1b* and *Csf3r*) markers in TANs in a Smad3-dependent manner (Fig. 4B, C); suggesting that Smad3 may suppress N1 phenotype via limiting TAN maturation in TME. To validate the hypothesis, we examined the developmental pattern and potential connections of Smad3-WT and -KO TANs clusters in Fig. 3D with MetaCell pipeline^25^ and transcriptional signatures^26^. 

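The sheet behind Fig. 4E lists 54 genes of neutrophil development. Between the filtered cells of the libraries, 38 of these genes were higher in Smad3-KO and 16 lower, with a median ratio of 1.43 at percentile 100 of the matched random lists, and averaging over cells changed the direction of this median, to 0.930. Within neutrophil-like cells, 28 were higher and 26 lower, with a median ratio of 1.02 at percentile 97.3, or 0.918 averaged over cells. The 10 genes that the sheet gives as highest in P1 had a median ratio of 0.607 in the filtered cells and 0.847 in neutrophil-like cells, at percentiles 5.48 and 50.9. The 5 genes given as highest in P4 had median ratios of 0.725 and 0.513, with 2 and 0 of them higher in Smad3-KO. The 25 genes given as highest in P5 had median ratios of 1.82 and 1.31, and the 6 given as highest in P8 had median ratios of 2.15 and 1.47.
Camp (ENSMUSG00000038357) had 1 UMI in the filtered Smad3-WT cells and 3821 in the filtered Smad3-KO cells, a ratio of 11675 with an interval from 2094 to 461277. Ltf (ENSMUSG00000032496) had 15 and 1084 UMIs, a ratio of 221 (interval 133 to 396). Both are among the genes that lead cluster 8, the 62 Smad3-KO cells that held most of their UMIs.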

Encouragingly, we detected a strong developmental connection between Smad3-WT and -KO TANs (Fig. 4D) and a gradual maturation status from the Smad3-WT-specific cluster P1 to the Smad3-KO-specific cluster P8 at the transcriptional level (Fig. 4E and Supplementary Data 2). In addition, we characterized the intermediate clusters P2 to P7 according to their functions of mature neutrophils (e.g., chemotaxis, granule production, and ROS biosynthetic process^27^), revealing that P2-P3 belong to immature neutrophils with N2-like phenotype while P4-P7 showed a progressive maturation to a fully developed N1 phenotype (Fig. 3I, 4E and Supplementary Fig. 5A). Furthermore, we also confirmed the findings by reconstructing the developmental pathways of Smad3-WT and Smad3-KO TANs based on the expression levels of N1 (Tnf) and N2 (Ccl2) markers with pseudotime analysis (Fig. 4F), where additional N1/N2 markers and neutrophil development genes can be successfully mapped along the pseudotime pathway (Supplementary Fig. 5B, C). Thus, our findings discovered a developmental direction of TAN from N2 to N1 in TME, which can be blocked by the inhibitory role of Smad3 in neutrophil maturation.

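The top 10 genes that the study lists for each intermediate cluster were followed across the clusters found here. Of those of P4, 8 had their highest CPM in cluster 1. Of those of P5, 9 were highest in cluster 8, of those of P6, 5 in cluster 1 and 5 in cluster 3, and of those of P7, 3 in cluster 1 and 7 in cluster 3. All of these clusters are neutrophil-like. Of the top 10 genes of P3, 7 were highest in the macrophage or monocyte-like cluster 2 and 3 in the B cell-like cluster, and neutrophil-like cells held 2.13% of their UMIs in the filtered Smad3-WT cells and 14.1% in the Smad3-KO cells. Of those of P2, 5 were highest in cluster 2 and 3 in neutrophil-like clusters, and neutrophil-like cells held 21.1% of their UMIs in Smad3-WT and 63.4% in Smad3-KO cells. The columns of P2 and P3 differ between the sheets of the paper, since the paper's log2 fold change of C1qb is 3.54 for P3 in the sheet of top genes and 3.54 for P2 in the sheet of Fig. 3C, and the names used here are those of the sheet of top genes.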

**Fig. 4:**
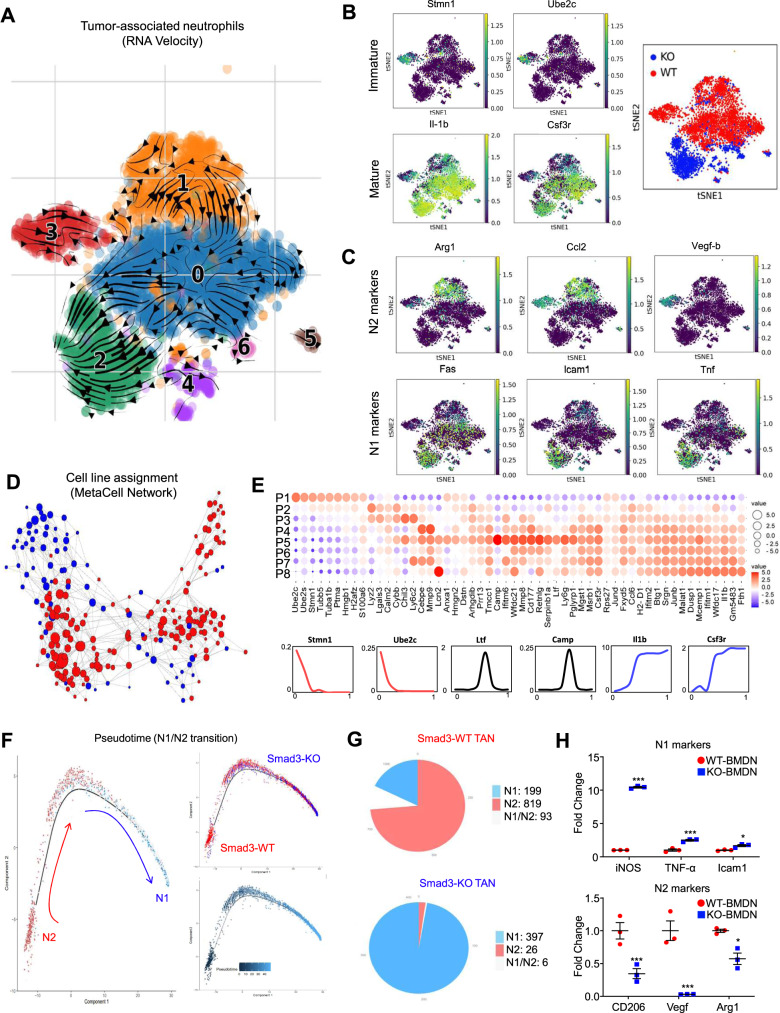
Transcriptome analysis shows a derivation of TAN development in N1/N2 TANs. **A** The arrows in the diffusion plot of RNA velocity analysis of the TAN dataset from Fig. 3A indicates that the Smad3-KO N1 population (cluster 2, green) is derived from the Smad3-WT N2 (cluster 3, red) as shown by: **B** expression of neutrophil maturation markers, **C** expression of N1/N2 markers, and **D** the cell line assignment (k-NN) MetaCell network graph showing the developmental relationship between Smad3-WT and KO TAN from Fig. 3A. **E** Dot plot showing the transcription gradient of neutrophil development gene expression from immature P1 to the mature P8 cluster. The size and color of the circles represent the value of log_2_ fold change and the direction of change in expression, respectively, of neutrophil development genes (lower panel) in each cluster. **F** Pseudotime analysis of the TAN scRNA-seq dataset clearly visualized an extended trajectory of the Smad-WT N2 (Ccl2^+^) phenotype towards the Smad3-WT N1 (Tnf^+^) phenotype within the LLC tumor, where **G** Smad3-KO TANs (397/429 cells = 92.5%) preserved an N1 phenotype compared to Smad3-WT cells (199/1111 cells = 17.9%). **H** RT-PCR analysis of BMDN stimulated LLC conditioned medium shows increased fold change of N1 markers (iNOS, Tnf-α, and Icam1) in Smad3-KO neutrophils, while Smad3-WT neutrophils showed increased levels of N2 markers (CD206, Vegf, and Arg1) (*P < 0.05, ***P < 0.001 vs. WT-BMDN, *n* = 3 independent samples, one-way ANOVA). **H** Data represents mean ± SEM from three independent experiments. The exact *P* values of WT-BMDN vs. KO-BMDN are **4H**. *P* = 0.0001 (iNOS), *P* = 0.0001(Tnf-α), *P* = 0.0149(Icam1), *P* = 0.001(CD206), *P* = 0.0001(Vegf), and *P* = 0.0211(Arg1). Source data are provided as a Source Data file.

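N1 cells were counted as filtered cells with at least 1 UMI of Tnf and none of Ccl2, among those with a UMI of either. In the Smad3-WT library they were 194 of 955 cells (20.3%, interval 17.8 to 23.0), and in the Smad3-KO library 450 of 488 cells (92.2%, interval 89.5 to 94.4). With each cell thinned to 500 UMIs, which left out 0 cells, the shares were 23.5% and 94.5%. Asking for at least 2 UMIs moved the Smad3-WT share most, to 67 of the 675 filtered cells with either gene (9.93%). Among neutrophil-like cells it moved the other way, to 58 of 71 cells (81.7%, interval 70.7 to 89.9).
Among neutrophil-like cells, N1 cells were 172 of 240 in the Smad3-WT library (71.7%, interval 65.5 to 77.3), mostly from cluster 1, and 380 of 385 in the Smad3-KO library (98.7%, interval 97.0 to 99.6), mostly from cluster 3, and 71.5% and 98.8% when thinned. The other cells of these counts had a UMI of Ccl2. In Smad3-WT neutrophil-like cells its level was 0.0385 of the macrophage or monocyte-like level, against a median of 0.0369 for macrophage markers. Background RNA may give such a level, but a part of Ccl2 above background is not excluded. The gap between the libraries in this share may thus come from background RNA and is not read as a state of neutrophils. Among the filtered cells that were not neutrophil-like, N1 cells were 24 of 717 (3.35%) and 70 of 103 (68.0%). A UMI of Tnf was found in 9.69% of Smad3-WT neutrophil-like cells, at a median depth of 739 UMIs, and in 1.86% of Smad3-WT LLC carcinoma-like cells, at a median of 13530 UMIs. In the Smad3-KO library the share was 34.4% of neutrophil-like cells, at a median of 1022.5 UMIs, and 4.59% of B cell-like cells, at a median of 1221 UMIs. Thinned, the shares of neutrophil-like cells were 6.57% and 21.6%. A UMI of Ccl2 was found in 3.72% of Smad3-WT neutrophil-like cells and in 20.7% of the 58 Smad3-WT T or NK-like cells, at a median of 3372 UMIs (2.57% and 5.17% when thinned). In Smad3-KO cells the share was 0.450% of neutrophil-like and 0.367% of B cell-like cells.

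**Figure D4:**
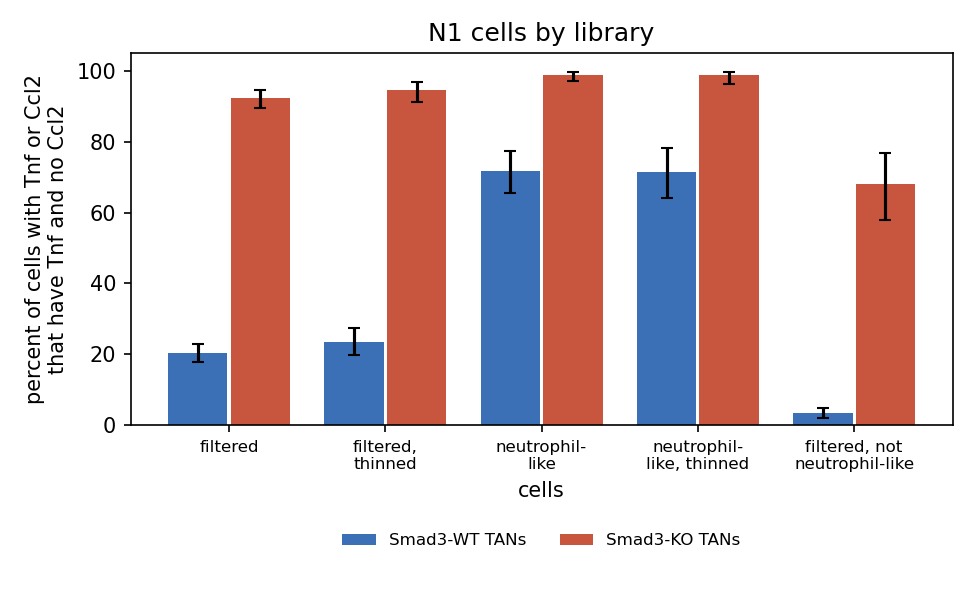
Percent of the cells with a UMI of Tnf or Ccl2 that had Tnf and no Ccl2, per library, in filtered cells, in neutrophil-like cells, each also thinned to 500 UMIs per cell, and in filtered cells that were not neutrophil-like, with exact binomial intervals. This Smad3-WT share, over cells with either gene, is 20.3% in filtered and 71.7% in neutrophil-like cells. In the latter it depends on UMIs of Ccl2 that may be background RNA.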

In addition, we further validated our findings from the experimental lung carcinoma model with a public scRNA-seq dataset derived from patients with NSCLC to ensure its clinical relevance. The human TANs from the dataset were re-clustered through dimensionality reduction with UMAP and clustering based on the expression of marker genes (CSF3R, FPR1, NAMPT, MNDA, and FCGR3B) according to the 10x Genomics protocol (Supplementary Fig. 6A). Consistently, neutrophil immature markers (STMN1, UBE2S, and TUBA1B) were down-regulated in SMAD3-ve human TANs of NSCLC associated with their N1 signature (Supplementary Fig. 6B, C)^23^. In line with this notion, both genetic deletion and pharmacologic inhibition of Smad3 resulted in enhanced N1 development of mouse bone marrow-derived neutrophils (BMDNs) stimulated with LLC cancer cell conditioned medium (LLC-CM) in vitro, arguing that Smad3 restricts TAN maturation in lung cancer (Fig. 4H and Supplementary Fig. 7). Therefore, Smad3 may represent a potential therapeutic target for enhancing N1 anticancer immunity in lung cancer.

### Smad3 silencing enhances the anticancer activity of TAN in vivo and in vitro

We investigated the contribution of Smad3-WT and Smad3-KO neutrophils in LLC tumor growth by neutrophil depletion using the anti-Ly6G antibody (clone 1A8)^11,28^. Neutrophil depletion, which was validated by immunostaining in tumor tissues (Supplementary Fig. 8), resulted in a marked increase in tumor growth in Smad3-KO mice, but did not affect tumor growth in wild-type controls (Fig. 5A, B and Supplementary Fig. 8).

**Fig. 5:**
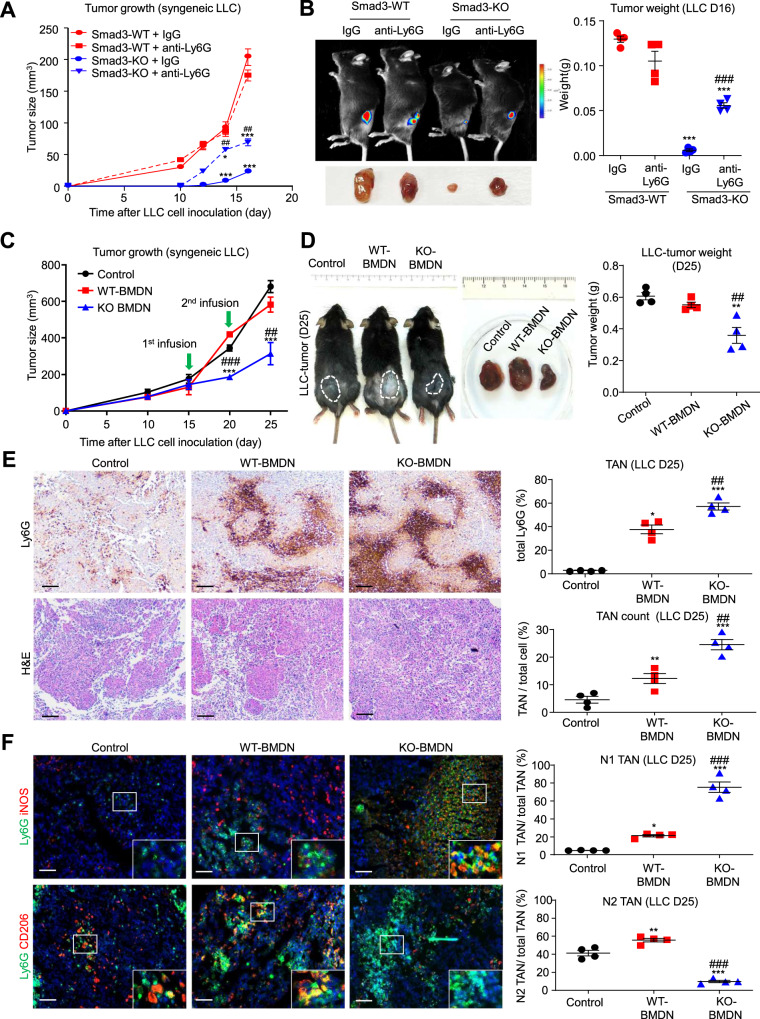
Silencing of Smad3 enhances the antitumor activity of TANs in vivo. **A**, **B** Smad3-WT and Smad3-KO mice were treated with anti-Ly6G or control IgG beginning 3 days before inoculation with LLC cells and killed on day 16 and analysed for; **A** tumor size, and **B** tumor weight (*P < 0.05, ***P < 0.001 vs. IgG-treated Smad3-WT mice; ##*P* < 0.01, ###*P* < 0.001 vs. IgG-treated Smad3-KO mice; one-way ANOVA). **C**–**F** Adoptive transfer of Smad3-knockout (KO-BMDN), but not wild-type BMDNs (WT-BMDN), on days 15 and 20 significantly inhibited the growth of LLC tumors in Smad3-WT mice as shown by: **C** tumor size, and **D** tumor weight, on day 25. **E** Immunohistochemistry and H&E staining shows that adoptive transfer of WT-BMDNs increases the proportion of neutrophils within the TME in LLC tumors, while the transfer of KO-BMDN resulted in an even greater proportion of neutrophils in the TME. **F** Immunostaining shows that the transfer of WT-BMDN did not affect the proportions of N1 and N2 TANs in the TME, whereas the transfer of KO-BMDN caused a substantial change in the proportion of N1 and N2 TANs. (*P < 0.05, **P < 0.01, ***P < 0.001 vs. Control, ##*P* < 0.01, ###*P* < 0.001 vs. WT-BMDN, one-way ANOVA). Scale bars, 50 μm. **A**–**F** Data represents mean ± SEM of 4 mice/group. The exact *P* values of IgG- vs. anti-Ly6G-treatment are **5A**. *P* = 0.0001 (IgG KO vs. IgG WT, D14), *P* = 0.0122 (anti-Ly6G KO vs. IgG WT, D14), *P* = 0.0049 (anti-Ly6G KO vs. IgG KO, D14), *P* = 0.0001 (IgG KO vs. IgG WT, D16), *P* = 0. 0001 (anti-Ly6G KO vs IgG WT, D16), *P* = 0.0085 (anti-Ly6G KO vs. IgG KO, D16), **5B**. *P* = 0.0001 (IgG KO vs IgG WT), *P* = 0.0001 (anti-Ly6G KO vs. IgG WT), and *P* = 0.0003 (anti-Ly6G KO vs. IgG KO). Exact *P* values of BMDN adoptive transfer are **5C**. *P* = 0.0001 (KO-BMDN vs. WT-BMDN, D20), *P* = 0.0001 (KO-BMDN vs. Control, D20), *P* = 0.007 (KO-BMDN vs. WT-BMDN, D25), *P* = 0.0009 (KO-BMDN vs. Control, D25). **5D**. *P* = 0.0068 (KO-BMDN vs. WT-BMDN), *P* = 0.0014 (KO-BMDN vs. Control), **5E**. *P* = 0.0013 (KO-BMDN vs. WT-BMDN, Ly6G), *P* = 0.0001 (KO-BMDN vs. Control, Ly6G), *P* = 0.0226 (WT-BMDN vs. Control, Ly6G), *P* = 0.0018 (KO-BMDN vs. WT-BMDN,H&E), *P* = 0.0001 (KO-BMDN vs. Control, H&E), *P* = 0.0001 (WT-BMDN vs. Control, H&E). **5F**. *P* = 0.0001 (KO-BMDN vs. WT-BMDN,N1 TAN), *P* = 0.0001 (KO-BMDN vs. Control, N1 TAN), *P* = 0.0205 (WT-BMDN vs. Control, N1 TAN), *P* = 0.0001 (KO-BMDN vs. WT-BMDN, N2 TAN), *P* = 0.0001 (KO-BMDN vs. Control, N2 TAN), *P* = 0.0039 (WT-BMDN vs. Control, N2 TAN). Source data are provided as a Source Data file.

An adoptive transfer approach was used as an additional strategy to examine how Smad3-KO and Smad3-WT neutrophils can affect tumor growth. Wild-type mice with matched tumor sizes were injected on days 15 and 20 with MACS-sorted Smad3-WT or Smad3-KO BMDNs, and tumors were assessed on day 25 (Supplementary Fig. 9). The transfer of wild-type BMDN did not affect tumor growth despite an increased number of TANs being evident, although the N1/N2 balance of TANs was not affected (Fig. 5C–F). By contrast, the adoptive transfer of Smad3-KO-BMDN caused a substantial reduction in tumor growth in association with an even greater increase in total TANs, which exhibited a dominant N1 phenotype (Fig. 5C–F). Enhanced recruitment of Smad3-KO-BMDN over that of Smad3-WT-BMDN into the TME was demonstrated in an adoptive transfer experiment in which equal numbers of dye-labeled Smad3-WT and Smad3-KO-BMDN were injected into tumor-bearing mice, and the TME examined 24 h later (Supplementary Fig. 10). Finally, we assayed the antitumor activity of Smad3-WT and Smad3-KO-BMDN in co-culture with LLC cells. Smad3-KO-BMDN exhibited increased binding to LLC cells, much greater cytotoxicity towards LLC cells, and increased phagocytosis of LLC cells compared to Smad3-WT-BMDN (Fig. 6A–C and Supplementary Fig. 11). In sum, these findings identify Smad3 as an immunoregulator that facilitates tumor growth via polarizing neutrophils towards an N2 phenotype within the TME.

**Fig. 6:**
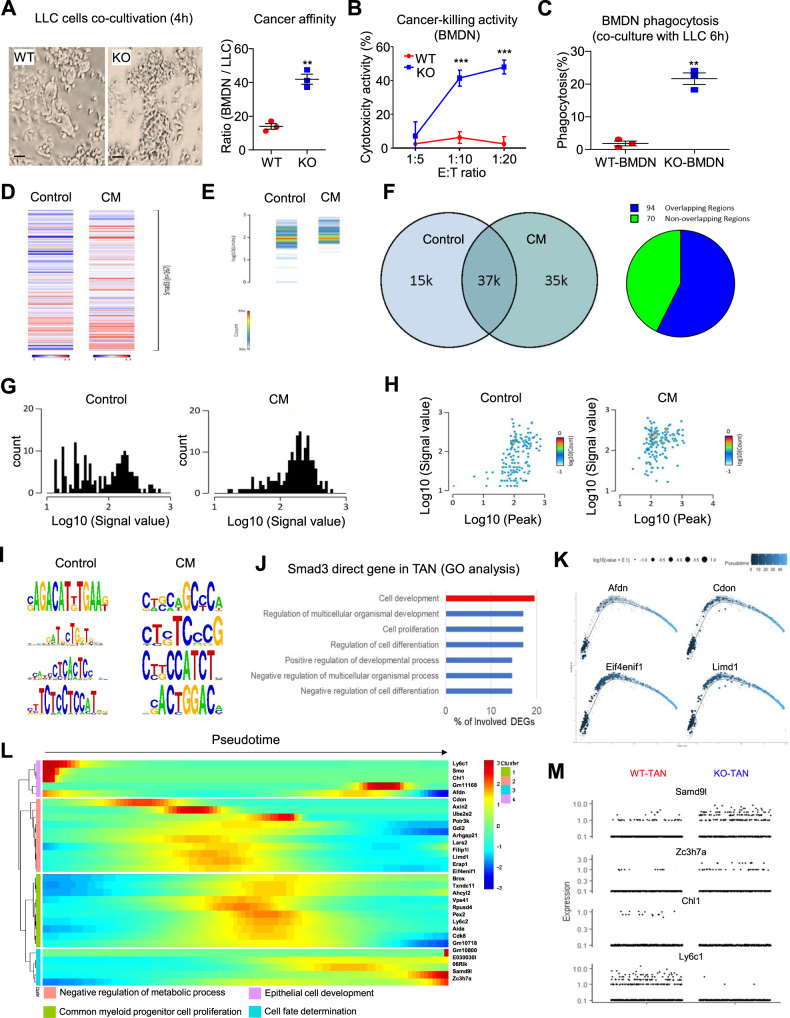
Smad3 regulates the development of TANs at the genomic level. **A**–**C** Smad3-WT and Smad3-KO-BMDN were co-cultured with LLC cells and assayed for; **A** binding of BMDN to LLC cells, **B** killing of LLC cells at different ratios of BMDN to LLC cells, and **C** phagocytosis of Dil-labeled LLC cells (**P < 0.01, ***P < 0.001 vs. WT-BMDN, *n* = 3 independent samples, two-tailed *t*-test) respectively. **D**–**J** Smad3-WT-BMDN (pooled from 4 mice /group) were cultured with 10% LLC-CM or normal media (control) for 2 h and analysed by Smad3-specific ChIP-seq. A substantial change in Smad3 binding to the genome was evident in BMDN stimulated by LLC-CM as shown by; **D**, **E** heatmap analysis, **F** overlap region chart, **G** enrichment plot, **H** correlation plot, and **I** binding motif analysis. **J** Gene ontology (GO) annotation reveals Smad3 directly regulates genes associated with cell development and differentiation in BMDNs stimulated with LLC-CM. Expression profiles of Smad3 target genes (**K**) related to neutrophil development (Afdn, Cdon, Elf4enif1, and Limd1) (statistical significance calculated from Monocle package) and **L** their functional annotation along the developmental pathway TANs (as in Fig. 3I). **M** Expression plot of N1 (Smad9l and Zc3h7a) and N2 (Chl1 and Ly6c1) Smad3 target genes in Smad3-WT and Smad3-KO TANs. Scale bar, 50 μm. **A**–**C** Data represents mean ± SEM from three independent experiments. The exact *P* values of WT-BMDN vs. KO-BMDN are **6A**. *P* = 0.0021. **6B**. *P* = 0.0001(1:10), *P* = 0.0001(1:20). **6C**. *P* = 0.003. Source data are provided as a Source Data file.

### Smad3 regulates the development of TANs at the genomic level

Smad3 is a transcription factor that facilitates some of the pathological actions of TGF-β1 in disease^14,29^. Therefore, we investigated the gene promoters to which Smad3 binds in neutrophils at the genomic level. BMDN isolated from wild-type mice were cultured for 2 h with or without LLC cell conditioned medium (LLC-CM) and then assayed by ChIP-sequencing. Compared to control cells, LLC-CM stimulation markedly altered the Smad3 binding pattern in the genome of BMDN (Fig. 6D, H). The Smad3 binding motifs were mapped to the genome of BMDN under control and LLC-CM stimulation conditions. This identified 64 direct Smad3 target genes under LLC-CM stimulation, including candidate genes responsible for cell development and differentiation (Fig. 6I, J and Supplementary Data 3). Of note, we identified several neutrophil N2 developmental factors (such as Afdn^30^, Cdon^31^, Elf4enif1^32^, and Limd1^33^) as Smad3 target genes under LLC-CM stimulation conditions (Fig. 6K). Moreover, interrogating the developmental pathway reconstructed from the TAN scRNA-seq dataset with the Smad3 target genes identified by ChIP-seq, identified enrichment of these genes in the N2 state (Fig. 6L). 

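The sheet of Smad3 target genes in BMDN with LLC-CM lists 68 genes in the copy read here, which is not the number in the text of the paper, and 50 of them had a UMI in the filtered cells of the TAN libraries while 31 had at least 20 UMIs. Of these 31, 16 were higher and 15 lower in the Smad3-KO library, with a median ratio of 1.02 at percentile 91.2 of the matched random lists. Within neutrophil-like cells, 17 genes had at least 20 UMIs, 9 higher and 8 lower, with a median ratio of 1.01. Afdn (ENSMUSG00000068036) had a ratio of 0.332 in the filtered cells (interval 0.195 to 0.534), 0.543 with all 4 neutrophil markers required (interval 0.256 to 1.05), and 13 Smad3-WT against 10 Smad3-KO UMIs within neutrophil-like cells, a ratio of 0.883 (interval 0.347 to 2.18). Cdon (ENSMUSG00000038119) had a ratio of 1.92 in the filtered cells (interval 1.07 to 3.37), 0.829 when all 4 neutrophil markers were required, and 0 UMIs in the neutrophil-like cells of either library. Eif4enif1 (ENSMUSG00000020454) and Limd1 (ENSMUSG00000025239) had ratios of 1.23 (interval 0.932 to 1.61) and 1.25 (interval 0.964 to 1.60) in the filtered cells, and both depend on the setting. Without the marker filter they were 1.24 (interval 1.00 to 1.54) and 1.82 (interval 1.52 to 2.17), with median-of-ratios scaling 1.38 and 1.41, and with all 4 markers required 0.799 (interval 0.485 to 1.27) and 0.905 (interval 0.509 to 1.54).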

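Between all filtered cells of the libraries, Samd9l (ENSMUSG00000047735) stood at 65.8 CPM in Smad3-WT TANs (interval 60.3 to 71.6) and 299 CPM in Smad3-KO TANs (interval 279 to 321), a ratio of 4.55 (interval 4.07 to 5.09), and the ratio within neutrophil-like cells was 3.17 (interval 2.71 to 3.72). Zc3h7a (ENSMUSG00000037965) had a ratio of 1.40 (interval 1.19 to 1.65) in the filtered cells and 1.26 (interval 0.980 to 1.62) in neutrophil-like cells, or 1.46 there under median-of-ratios scaling (interval 1.14 to 1.88). Ly6c1 (ENSMUSG00000079018) stood at 309 CPM in Smad3-WT and 49.7 CPM in Smad3-KO TANs, a ratio of 0.161 (interval 0.134 to 0.192). It had 21 UMIs in Smad3-WT and 1 UMI in Smad3-KO neutrophil-like cells, a ratio of 0.0547 (interval 0.00132 to 0.340), against 1045 CPM in Smad3-WT LLC carcinoma-like cells. Chl1 (ENSMUSG00000030077) had 33 UMIs in Smad3-WT and 36 in Smad3-KO TANs, a ratio of 3.33 (interval 2.02 to 5.52). With all 4 neutrophil markers required it had 10 and 0 UMIs, and the interval of the ratio, up to 1.23, includes 1. No UMI of Chl1 lay in neutrophil-like cells of either library, and of the cells that passed the quality filter, fibroblast-like cells held 44 Smad3-WT and 91 Smad3-KO UMIs.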

By comparing total Smad3-WT and Smad3-KO TANs, we confirmed that expression levels of Smad3 target genes by ChIP-seq were associated with N1 and N2 states that operate in a Smad3-dependent fashion (Fig. 6M). These findings highlight the regulatory role of Smad3 in N1/N2 polarization of TANs in lung carcinoma.

### Targeting SMAD3 enhances neutrophil cytotoxicity in human lung tumor cells

We next examined whether SMAD3 regulates N1/N2 polarization and tumor killing in human neutrophils in vitro and in vivo using the human NSCLC cell line, A549. First, we silenced SMAD3 expression in human peripheral blood-derived neutrophils (PBDNs) by siRNA transfection and evaluated their anticancer activity against A549 cells in vitro. As shown in Fig. 7A, B, silencing of SMAD3 in PBDN (S3KD-PBDN) significantly enhanced their ability to kill A549 cells in vitro, compared to the nonsense-treated control PBDN (NC-PBDN). Moreover, adoptive transfer of the S3KD-PBDNs into A549-bearing NSG mice caused a significant inhibition of tumor growth in vivo, whereas transfer of NC-PBDN were without effect (Fig. 7C). In contrast to the predominant N2 polarization (CD206^+^CD16b^+^ cells) with SMAD3 activation of TAN in the mice receiving NC-PBDN, there was a predominant N1 polarization (iNOS^+^CD16b^+^ cells) and lack of SMAD3 activation in TAN of mice receiving S3KD-PBDN (Fig. 7D). These findings show that inhibition of SMAD3 in human neutrophils promotes an N1 polarization within the TME and an antitumor function.

**Fig. 7:**
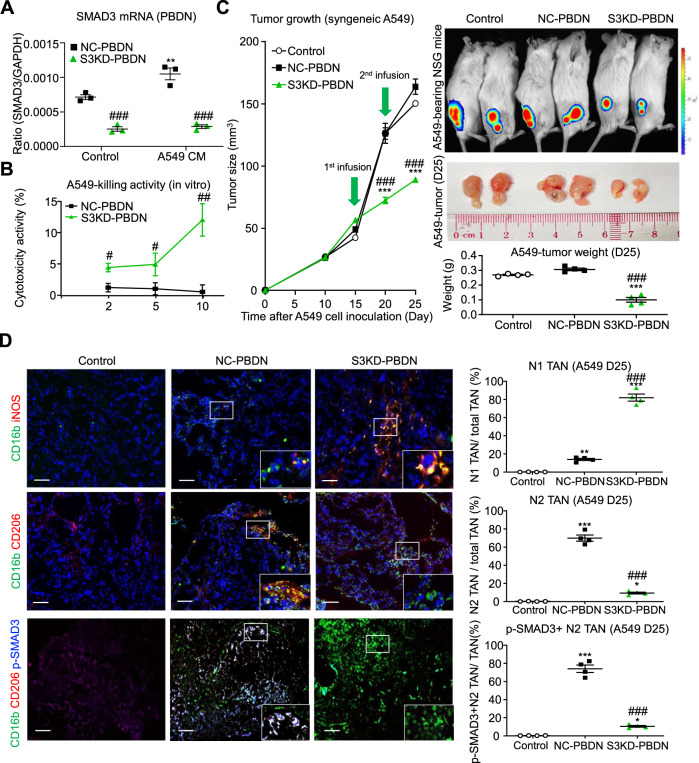
Neutrophil-specific silencing of SMAD3 enhances an N1 phenotype in NSCLC. **A** RT-PCR analysis showing that transfection of human PBDN with SMAD3 siRNA (S3KD-PBDN), but not with nonsense control siRNA (NC-PBDN), suppresses basal (control) and A549 conditioned medium (A549 CM) stimulated to increase in SMAD3 expression (**P < 0.01 vs. Control, ###*P* < 0.001 vs. NC-PBDN, *n* = 3 independent samples, one-way ANOVA). **B** Co-culture studies show enhanced cytotoxicity of S3KD-PBDN towards the human NSCLC cell line A549 (**P < 0.01, ***P < 0.001, *n* = 3 independent samples, two-tailed *t*-test). **C**, **D** NSG immunocompromised mice were inoculated with A549 cells and then received injections of human NC-PBDN or S3KD-PBDN on days 15 and 20 and then killed on day 25. **C** Adoptive transfer of S3KD-PBDN caused a significant reduction in tumor size and weight, which was not apparent with a transfer of NC-PBDN (***P < 0.001 vs. untreated A549 tumors (Control), ###*P* < 0.001 vs. NC-PBDN, one-way ANOVA). **D** Immunostaining for human neutrophil markers showed that adoptive transfer of NC-PBDN resulted in a high proportion of TANs exhibiting an N2 phenotype (CD206^+^ CD16b^+^ cells), whereas transfer of S3KD-PBDN resulted in a high proportion of TANs exhibiting an N1 phenotype (iNOS^+^ CD16b^+^ cells). Furthermore, p-SMAD3 staining was seen in a high proportion of N2, but not in N1 TANs. (*P < 0.05, **P < 0.01, ***P < 0.001 vs. untreated A549 tumors (Control), ###*P* < 0.001 vs. NC-PBDN, one-way ANOVA) Scale bars, 50 μm. **A**, **B** Data represents mean ± SEM from three independent experiments. **C**, **D** Data represents mean ± SEM of 4 mice/group. The exact *P* values of NC-PBDN vs. S3KD-PBDN are **7A**. *P* = 0.001 (Control), *P* = 0.0001(A549 CM-treated), *P* = 0.007 (NC-PBDN, Control vs. A549 CM-treated). **7B**. *P* = 0.017 (1:2), *P* = 0.0157 (1:5), *P* = 0.0077 (1:10). Exact *P* values of PBDN treatment are **7C**. *P* = 0.0002 (S3KD-PBDN vs. NC-PBDN, D20), *P* = 0.0002 (S3KD-PBDN vs Control, D20), *P* = 0.0001 (S3KD-PBDN vs. NC-PBDN, D25), *P* = 0.0001 (S3KD-PBDN vs. Control, D25), *P* = 0.0001 (S3KD-PBDN vs. NC-PBDN, tumor weight), *P* = 0.0001 (S3KD-PBDN vs. Control, tumor weight). **7D**. *P* = 0.0001 (S3KD-PBDN vs. NC-PBDN, N1 TAN), *P* = 0.0001 (S3KD-PBDN vs. Control, N1 TAN), *P* = 0.0068 (NC-PBDN vs. Control, N1 TAN), *P* = 0.0001 (S3KD-PBDN vs. NC-PBDN, N2 TAN), *P* = 0.0404 (S3KD-PBDN vs. Control, N2 TAN), *P* = 0.0001 (NC-PBDN vs. Control, N2 TAN), *P* = 0.0001 (S3KD-PBDN vs. NC-PBDN, SMAD3 + N2 TAN), *P* = 0.0398 (S3KD-PBDN vs. Control, SMAD3 + N2 TAN), *P* = 0.0001 (NC-PBDN vs. Control, SMAD3 + N2 TAN). Source data are provided as a Source Data file.

Finally, we asked whether a drug-based approach could be used to promote N1 polarization of TANs and reduce lung tumor growth. Wild-type mice were given daily treatment with varying doses of the Smad3 inhibitor, SIS3, or vehicle, beginning on day 7 after inoculation with LLC cells. Compared to vehicle treatment, SIS3 treatment showed a dose-response in terms of reducing tumor size and weight, increasing the total number of TANs, and inducing N1 polarization to markedly change the N1/N2 ratio (Fig. 8A–G). Taken together, our results identify Smad3 as a regulator of neutrophil N1/N2 polarization within the TME and demonstrate that Smad3 is a druggable target to enhance neutrophil-mediated antitumor activity in lung cancer.

**Fig. 8:**
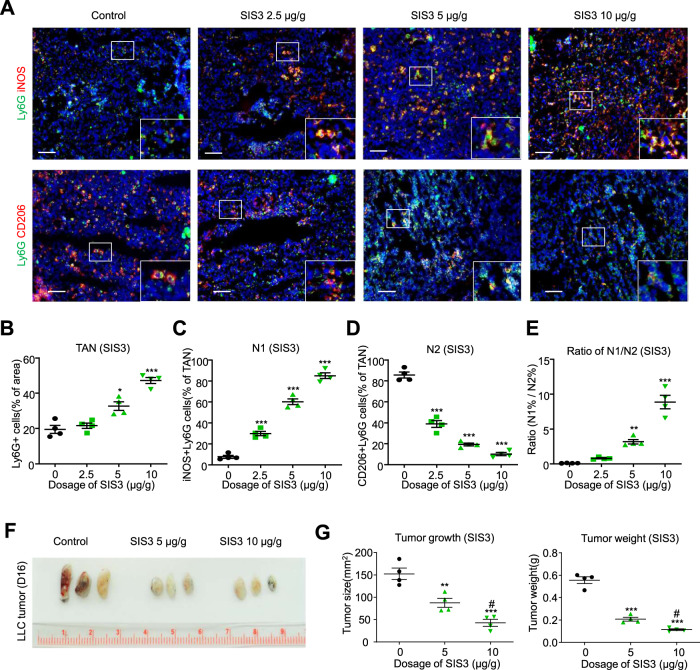
Pharmaceutical inhibition of Smad3 promotes an N1 phenotype and suppresses tumor growth. On day 7, after inoculation with LLC cells, Smad3-WT mice received daily administration of different doses of the Smad3 inhibitor, SIS3, or vehicle, until mice were killed on day 16. Immunostaining shows that SIS3 treatment increased the proportion of neutrophils (Ly6G^+^ cells) within the TME (**A**, **B**), increased the proportion of N1 (iNOS^+^ Ly6G^+^) TANs (**C**), decreased the proportion of N2 (CD206^+^ Ly6G^+^) TANs (**D**), changed the ratio of the N1/N2 phenotype in TANs (**E**), and suppressed LLC tumor growth and weight (**F**, **G**). (*P < 0.05, **P < 0.01, ***P < 0.001 vs. vehicle control, #*P* < 0.05, ##*P* < 0.01 vs. SIS3 5 μg/g, one-way ANOVA). Scale bars, 50 μm. **A**–**G** Data represents mean ± SEM of 4 mice/group. The exact *P* values of treatment vs. control are **8B**. *P* = 0.016 (SIS3 5 μg/g vs. vehicle), *P* = 0.0001 (SIS3 10 μg/g vs. vehicle)**, 8C**. *P* = 0.0001 (SIS3 2.5, 5, 10 μg/g vs. vehicle). **8D**. *P* = 0.0001 (SIS3 2.5, 5, 10 μg/g vs. vehicle). **8E**. *P* = 0.029 (SIS3 5 μg/g vs. vehicle), *P* = 0.0001 (SIS3 10 μg/g vs. vehicle). **8G**. *P* = 0.0042 (SIS3 5 μg/g vs. vehicle, tumor size), *P* = 0.0001 (SIS3 10 μg/g vs. vehicle, tumor size), *P* = 0.0335 (SIS3 5 μg/g vs. SIS3 10 μg/g, tumor size), *P* = 0.0042 (SIS3 5 μg/g vs. vehicle, tumor weight), *P* = 0.0001 (SIS3 10 μg/g vs. vehicle, tumor weight), *P* = 0.0273 (SIS3 5 μg/g vs. SIS3 10 μg/g, tumor weight). Source data are provided as a Source Data file.

## Discussion

Neutrophils have long been known to play a key role in response to infectious organisms, whereas their role in cancer development has only recently become an area of great interest^7,34^. In this study, by resolving the transcriptome dynamics of neutrophils in the TME at a single-cell resolution, we demonstrate that Smad3 induces polarization of TAN to a predominant N2 state in lung cancer, whereas deletion of Smad3 induces polarization to an N1 state. This profound difference in N1/N2 polarization in wild-type versus Smad3-KO TANs was functionally important, as shown by the potent antitumor activity of Smad3-KO TANs.

Fridlender et al. suggested the terms N1 and N2 to represent antitumor and protumor neutrophil phenotypes, respectively, akin to the M1 and M2 phenotypes of tumor-associated macrophages^11,35^. Subsequent studies identified *Tnf*, *Icam1*, and *iNOS* as signature genes for the N1 phenotype, with *Vegf-b*, *Arginase*, and *Cd206* as signature genes for the N2 phenotype^23,36,37^. Notably, single antigen markers are not able to uniquely identify N1 or N2 neutrophil populations; this requires the use of a neutrophil-specific marker in combination with one or more additional markers. Therefore, in mouse studies, we used double staining for iNOS/Ly6G to detect N1 state TANs and CD206/Ly6G staining for N2 state TANs. In studies of human NSCLC, we employed iNOS/CD16b and CD206/CD16b double staining to identify N1 and N2 TANs, respectively. While wild-type mice with LLC tumors showed a predominant N2 phenotype in the TME, Smad3-KO mice showed an opposite polarization with a predominant N1 phenotype in TANs. In human studies, CD16b is considered a specific neutrophil marker^19–21^. However, it is important to acknowledge that immune cells can change their marker expression during an immune response. Therefore, we used flow cytometry to validate that CD16b is expressed by neutrophils, but not by CD68 + monocyte/macrophages, in the TME of human NSCLC. Thus, one important finding of this study is a validation of CD16b/iNOS and CD16b/CD206 as markers to identify human N1 and N2 TANs, respectively, using flow cytometry or confocal microscopy.

The function of TGF-β/Smad3 signaling in cancer is highly context-dependent, with both cancer-promoting and cancer-suppressing effects described in ref. ^38^. A biopsy study of early-stage NSCLC found that SMAD3 phosphorylation in T cell populations and in macrophages in the TME negatively impacted overall and partially disease-free survival, although SMAD3 activation in neutrophils was not assessed^16^. Our biopsy study in NSCLC extends these findings by demonstrating that SMAD3 activation is prominent in N2 TANs, that SMAD3 activation negatively correlates with the percentage of N1 state TANs, and that a greater percentage of N1 TANs in the TME is associated with better disease-free survival.

We previously showed that Smad3-KO mice exhibit a profound reduction in tumor growth using the LLC and B16F10 cancer cell lines. Importantly, the deletion of Smad3 in only the bone marrow compartment was sufficient to provide this protection^17,39^. Here, we show that Smad3-KO neutrophils polarize to an N1 state with a potent antitumor effect in the syngeneic LLC lung cancer model. Neutrophil depletion in Smad3-KO mice abolished protection against lung tumor growth, establishing the antitumor role of Smad3-KO neutrophils. By contrast, neutrophil depletion in wild-type mice had no effect on tumor growth, arguing that despite a predominant N2 TAN protumor phenotype, they did not significantly impact tumor development. Indeed, the use of neutrophil depletion in mouse models of lung cancer have produced disparate results, with some showing antitumor effects^11,37^, some showing no effect^40,41^, and others showing enhanced growth and metastasis as a result of neutrophil depletion^42,43^. To further substantiate the function of N1 Smad3-KO neutrophils in lung cancer development, we performed adoptive transfer studies, which showed that delivery of Smad3-KO-BMDN, but not wild-type BMDN, could suppress tumor growth. This finding was confirmed in immunocompromised mice with the A549 cell tumor in which adoptive transfer of human PBDN with SMAD3 knock-down suppressed tumor growth, while control PBDN had no effect. In addition, deletion or knock-down of Smad3 in mouse or human neutrophils augmented their cytotoxic response to tumor cells in vitro. Together, these independent experiments point to Smad3 driving a protumor N2 state in TANs, while Smad3 deletion/knock-down exposes an alternative N1 state in TANs with potent antitumor activity.

The application of single-cell RNA-seq provides important insights into Smad3 regulation of N1/N2 polarization in TANs. The directed information of TAN maturation regarding N1/N2 phenotypes was demonstrated by RNA velocity and further resolved with MetaCell analysis via intensive analysis of clusters according to gene signatures of neutrophil development and functions^26,27^. We observed that N2 is an early state of TANs which progressively develops towards an N1 state in the TME. By using the expression pattern of signature genes identifying the N1 state (*Tnf*, *Fas*), the N2 state (*Arg1*, *Ccl2*), and immature neutrophils (*Stmn1*, *Ube2c*), pseudotime analysis confirmed the developmental direction of TANs with N2 as an early state of TANs in the lung cancer TME. We also validated that our findings can be applied to human TANs by interrogation of an NSCLC scRNA-seq dataset. Furthermore, we identified that Smad3 deficiency drives the polarization of TANs to an N1 state at the transcriptome level. Consistent with this finding, the culture of Smad3-KO-BMDN under stimulation by tumor cell conditioned media resulted in a predominant N1 phenotype, whereas wild-type BMDN polarized into a predominant N2 phenotype. In addition, mechanisms by which Smad3 regulates the polarization of BMDN stimulated with tumor cell cultured media was investigated at the genome level via ChIP-seq and unbiased bioinformatic analysis. Gene ontology analysis showed that direct targets of Smad3 in the stimulated BMDN are associated with cell development and differentiation. Moreover, we also confirmed the enrichment of these target genes along the pseudotime analysis of the development of the N2 state. Some of those highlighted Smad3 target genes have been reported to relate to neutrophil development and function; for example, Elf4ebp1 has been implicated in neutrophil differentiation, albeit in the HL-60 cell line^44^. Further studies are required to investigate how these Smad3 target genes contribute to N2 polarization in the TME. Taken together, these data identify Smad3 as a key regulator of the N1/N2 polarization of TANs operating at the level of the genome and transcriptome.

It is known that TGF-β/Smad3 signaling in leukocytes promotes tumor growth by suppressing antitumor cytotoxicity by CD8 + T cells^10^ and NK cells^9^, and by promoting the transition of tumor-associated macrophages into fibroblasts within the TME^14^. Here we demonstrate that TGF-β/Smad3 signaling also promotes tumor growth by promoting a protumor N2 state in TANs. Notably, while the suppressive effect of Smad3 signaling on NK cell antitumor activity can only be demonstrated in models with depletion of background immunity^9^, here we show that Smad3-KO BMDNs are effective in suppressing cancer progression in the immunocompetent TME. Another interesting finding was that Smad3 deletion led to increased neutrophil recruitment into the TME. This was evident in both the Smad3-KO mice, and with an increased number of TANs following the adoptive transfer of Smad3-KO versus Smad3-WT-BMDN in the LLC cancer model. Furthermore, using dye labeling we demonstrated that Smad3-KO-BMDN shows enhanced infiltration into the TME of wild-type mice, arguing that this enhanced recruitment is not due to factors produced by the TME, but rather a difference in the response of the Smad3-KO neutrophils per se. This increased infiltration of Smad3-KO neutrophils in the TME is consistent with the increased neutrophil infiltration seen in Smad3-KO mice in models of skin contact hypersensitivity and cutaneous irradiation^45,46^. Furthermore, given the interest in neutrophils for the tumor-specific delivery of anticancer drugs^47,48^, then utilizing Smad3-KO neutrophils might aid in this effort.

Targeting TGF-β signaling in cancer has moved into clinical trials with an inhibitor of the kinase activity of the TGF-β receptor type I (TGFBR1/ALK5), Vactosertib, now in several trials, including a phase 2 trial in NSCLC (NCT04515979). This builds on the work of ref. ^11^, which showed that oral administration of the TGFBR1 kinase inhibitor, SM16, suppressed the growth of a mouse lung tumor in association with a polarization of neutrophils to an antitumor N1 state. Theoretically, targeting SMAD3 is expected to cause fewer side effects than targeting TGFBR1, which would allow for a greater degree of SMAD3 inhibition compared to the tolerable level of TGFBR1 inhibition. We have demonstrated a highly effective suppression of LLC lung cancer growth using the Smad3 inhibitor, SIS3, which was associated with increased numbers of TANs and polarization of TANs to a predominant N1 state. Further studies are warranted to compare optimal Tgfbr1 inhibition versus optimal Smad3 inhibition in the LLC tumor model, and whether a Tgfbr1 inhibitor provides any added benefit when given to Smad3-KO mice. Given that more soluble forms of the SIS3 compound have been produced^49^, this might be a fruitful area for further investigation.

In summary, in this study, we define the role of Smad3 in the polarization of neutrophils within the tumor microenvironment. While Smad3 signaling promotes a protumor N2 state in TANs, the lack of Smad3 in neutrophil results in the opposite outcome, with TANs polarization into an N1 state with a potent antitumor activity based on increased recruitment and increased tumor cytotoxicity. These insights may have relevance for developing neutrophil-based immunotherapy against NSCLC.

## Methods

### Antibodies

Monoclonal antibodies used for immunostaining and flow cytometry included; mCD206-PE (1:100, 141706, BioLegend, clone:C068C2), hCD206 (1:100, sc-376232, Santa Cruz,clone:C-10),hCD206-FITC(1:100, 321104, BioLegend, clone:15C2), iNOS (1:100, sc-7271, Santa Cruz,clone:C-11), TNF-α (1:100, sc-52746, Santa Cruz,clone:C-4), Icam1 (1:100, sc-8439, Santa Cruz,clone:G-5), p-Smad3 (paraffin section, 1:100, sc-517575, Santa Cruz,clone:1D9), CD16b-PE (1:100, 550868, BD Biosciences, clone:CLB-gran11.5), Ly6G-FITC (1:100, 127606, BioLegend,clone:1A8), Ly6G-PE (1:100, 127608, BioLegend,clone:1A8), Ly6G-APC (1:100, 127614, BioLegend,clone:1A8), p-Smad3 (1:200, 600-401-919, Rockland, Polyclonal), CD11b-APC (1:100, 553311, BD Biosciences,clone:M1/70 (RUO)). CD68-APC(1:100, 333810, BioLegend, clone:Y1/82 A). Antibodies used for ChIP assay included anti-Smad3 (1:100, 9523 S, Cell Signaling Technology, clone:C67H9) and IgG Isotype Control (1:1000, 3900S, Cell Signaling Technology, clone: DA1E).

The polymer and HRP conjugated secondary antibodies used included EnVision+system-HRp-labeled Polymer Anti-mouse (100 µL per section, K4003, Dako), EnVision+system-HRp-labeled polymer anti-rabbit(100 µL per section, K4003, Dako), Goat anti-Rat IgG (H + L) Secondary Antibody, HRP(1:200,31470, Thermo fisher). Alexa Fluor conjugated secondary antibodies used included Goat anti-Mouse IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488(A-11001, Invitrogen), Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 546(A-11035, Invitrogen), Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 546(A-11035, Invitrogen), Goat anti-Rabbit IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647(A32733, Invitrogen), Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647(A32728, Invitrogen)

### Patient samples and buffy coat

Paraffin sections of lung adenocarcinoma and of macroscopically normal lung parenchyma at least 5 cm away from the tumor in the same patient, were collected from the Prince of Wales Hospital, Chinese University of Hong Kong, Hong Kong. The healthy human buffy coats were supplied by Hong Kong Red Cross Blood Transfusion Service. The study was conducted according to the principles of the Declaration of Helsinki. Written informed consent was obtained from all patients and buffy coat donors. This study was approved by the Joint Chinese University of Hong Kong—New Territories East Cluster Clinical Research Ethics Committee (CREC Ref. No.: 2018.054).

### Mouse tumor models

All experimental procedures were approved by the Animal Experimentation Ethics Committee of the Chinese University of Hong Kong (CUHK) (AEEC Ref No.: 18/005/GRF) and were carried out in accordance with the Guide for the Care and Use of Laboratory Animals. All mice were kept by the Laboratory Animal Service Center of CUHK and maintained at 22–23 °C, <70% relative humidity with an alternating 12 h light/dark cycle with free access to standard mouse diet and water. Smad3-wild-type (Smad3-WT), Smad3-deficient (Smad3-KO) mice on C57BL/6 J background (both sexes, aged 8–12 weeks) and NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ mice (NSG mice, male, aged 8–10 weeks) were used in this study. Smad3-KO mice (exon 8 deleted and exon 7 disrupted) were kindly provided by Dr. Chuxia Deng^50^. NSG mice were purchased from CUHK Laboratory Animal Services Centre. Syngeneic LLC tumors were induced by subcutaneous injection of 2 × 10^6^ LLC cells into the right flanks of Smad3-WT and Smad3-KO mice as described in our previous study^17^. A549 human lung cancer xenograft model was induced by subcutaneous injection of 2 × 10^6^ A549 cells into the right flanks of NSG mice as previously reported^17^. The maximal tumor size of 2000 mm^3^ was permitted by AEEC. In some cases, this limit has been exceeded by the last day of measurement and the mice were immediately euthanized.

### Lung carcinoma cell lines

Lewis lung carcinoma LLC (CRL-1642, ATCC) cells were cultured in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 medium (DMEM/F12) with 10% heat-inactivated fetal bovine serum (FBS) (Gibco), 100 U/ml penicillin G, and 100 mg/ml streptomycin. Human lung carcinoma A549 (CCL-185, ATCC) cells were cultured in Roswell Park Memorial Institute1640 medium (RPMI 1640) with 5% heat-inactivated FBS (Gibco), 100 U/ml penicillin G, and 100 mg/ml streptomycin. Cancer cell conditioned medium was collected after overnight incubation of LLC cells with serum-free DMEM/F12 (LLC-CM) or A549 cells with serum-free RPMI 1640 (A549 CM), followed by filtration with 0.2-μm nylon membranes.

### Tyramide signal amplification-based immunofluorescent multiplexing (Opal) and Immunohistochemistry

Formalin-fixed paraffin-embedded tissues (FFPE) and tumor microarray (TMA) sections (5 µm thickness) were deparaffinized in xylene and rehydrated in descending alcohols, followed by blocking of endogenous peroxidase in 3% hydrogen peroxide solution (30 min) and heat-induced epitope retrieval in citrate buffer (95 °C, 5 min). Sections were incubated with CD206 (1:100, Clone: C-10, Santa Cruz), iNOS (1:100, Clone: C-11, Santa Cruz), CD16b (1:100, Clone: CLB-gran11.5, BD Biosciences), Ly6G (1:100, Clone: 1A8, BioLegend), p-Smad3 (1:100, Clone: 1D9, Santa Cruz), p-Smad3 (1:200, 600-401-919, Rockland) antibodies overnight (4 °C), sections were incubated in polymer-HRP conjugated secondary antibody (Dako) for 2 h at room temperature, followed by DAB (Thermo-fisher) or Opal-520, 570, 650, 690 TSA dye (Akoya biosciences) development. DAB-stained section images were captured by the Nikon Ni-U Light Microscope and analyzed using Image J analysis software; Opal TSA-stained sections were captured on the Mantra quantitative pathology workstation (Akoya Biosciences) and analyzed by inForm image analysis software 2.6 (Akoya Biosciences) as per our previous studies^18,51^.

### Tissue array study

Archival formalin-fixed paraffin-embedded (FFPE) tissue specimens were retrieved from 72 lung adenocarcinoma (LUAD) patients with complete patient demographic data (included male and female, aged between 37 and 85) who underwent surgery at the Prince of Wales Hospital, Hong Kong SAR. Data are presented as frequency (%) with analysis using the Spearman correlation coefficient. iNOS^+^CD16b^+^ and CD206^+^CD16b^+^ were defined as N1 and N2 phenotypes, respectively^36^. Kaplan-Meier analysis and log-rank test were used to evaluate the difference in survival of patients stratified into different groups based on the frequency of N1 TANs as a proportion of total TANs. The determination of high and low N1 TAN cut-offs was based on median values. Clinical information and the relative marker quantification of tissue arrays are listed in Supplementary Data 1.

### Immunofluorescence

Optimal cutting temperature compound embedded frozen tumor tissues sections (5 µm) were incubated with CD206, iNOS, Ly6G, and p-Smad3 antibodies overnight at 4 °C, followed by incubation with Alexa Fluor 546-conjugated or Alexa Four 488-conjugated secondary antibodies (1:1,000; Invitrogen) in staining buffer (eBioscience) for 2 h at room temperature. After washing with PBS, the sections were stained with FITC-conjugated Ly6G or PE-conjugated CD16b overnight at 4 °C. Nuclei were stained with Hoechst 33342 (Invitrogen) for 5 min in PBS, then mounted with PermaFluor medium (Thermo Fisher Scientific)^52^. Images and z-stack scanning were acquired by Zeiss Axio Observer.Z1 and LSM 880 fluorescence microscopes, respectively, and analyzed with ZEN lite image analysis software 2.4.

### Flow cytometric analysis

Tissues isolated from tumor-bearing mice were mechanistically dissociated, digested by Liberase™ TM (Roche), filtered through 40-μm nylon mesh, and fixed with IC Fixation Buffer (eBioscience) according to manufacturer’s protocol to prepare single-cell suspensions. Neutrophils were stained with Ly6G, CD11b, iNOS and CD206 antibodies overnight at 4 °C. Flow cytometric data were acquired on LSRFortessa (Becton Dickinson) and analyzed with the Cytobank platform (cytobank.org) for quantitative analysis.

### 10x scRNA-seq and transcriptomic analysis

Lung tumors from LLC inoculated mice (Both Smad3-WT and KO mice, 8 tumors/group) were dissected, digested into a single-cell population, and then CD11b^+^Ly6G^+^ cells isolated by FACS. Sorted cells were encapsulated and library construction was performed with the Chromium controller with a 5′ expression kit (10x Genomics). For each group, eight tumor samples were mixed to generate single-cell droplets. Libraries were sequenced on the Illumina NovaSeq 6000 platform (PE151bp, 660 M raw read). Data processing, analysis, and visualization were performed in R studio (v1.3.1073) using Seurat (v4.1.1). For quality control, cells with at least 200 detected genes were selected for analysis, with the percentage of mitochondrial-derived reads set at less than 10%, and the total number of molecules within each cell was filtered by 500 <nCount RNA <20,000. A total of 4116 cells from Smad3-WT TANs and 2514 cells from Smad3-KO TANs were sorted with a median of 1311 unique molecular identifiers (UMIs) and 603 genes per cell. Raw Fastq data were processed using the Cell Ranger v3.0.2 pipeline to generate an expression matrix and converted into cloupe format. Dimensionality reduction was performed through Cell Ranger v3.0.2 pipeline, with 100 principal components used to compute a t-Distributed stochastic neighbor embedding (t-SNE) of cells with van der Maaten method and Louvain Modularity Optimization^53^. Neutrophil-specific markers (S100a9, S100a8, Csf3r, and Il1rn) were applied to filter Smad3-WT and Smad3-KO TANs datasets, resulting in 3293 Smad3-WT TANs and 1323 Smad3-KO TANs retained for analysis^22^. Smad3-WT and -KO TANs were subsequently merged into a single dataset with eight informative clusters (P1–P8). The clusters and differentially expressed genes (DEGs) were mined using Loupe Cell Browser software 6.0^22,54^. The scRNA-seq raw data have been deposited in the GEO database (GSE186530). Upregulated DEGs of Smad3-WT (P1) and Smad3-KO (P8) specific clusters of TANs were extracted and submitted to the Database for Annotation, Visualization, and Integrated Discovery bioinformatics resources (DAVID v6.8) for Gene Ontology biological process enrichment analysis. All selections were filtered by Fisher’s exact *P* value of <0.05.

We used the MetaCell package to select feature genes related to neutrophil development^26^, construct cell clusters along transcriptional gradients (termed metacells), and visualize and rebuild a k-NN graph (Fig. 4D) based on t-SNE data in Fig. 3A^25^. Cells that contained less than 500 UMIs or had a mitochondrial transcript fraction of >0.2 were removed. Next, variable genes across the dataset were identified with a normalized variance/mean threshold at 0.1 and a downsampled coverage threshold at 80, yielding genes were subsequently used as anchors to search for gene–gene correlations across the dataset, and genes with correlations of >0.1 were included.

The public human non-small cell lung cancer (NSCLC) scRNA-seq dataset of tumor cells from seven donors with a complete description of sample collection, library preparation, and sequencing configuration can be accessed on 10x Genomics website via the following URL: https://www.10xgenomics.com/resources/datasets/40-k-mixture-of-nsclc-dt-cs-from-7-donors-3-ht-v-3-1-3-1-high-6-1-0. Clustering of Uniform Manifold Approximation and Projection (UMAP) was performed by Cell Ranger pipeline with default parameters^55^. Neutrophil were extracted from the NSCLC dataset by Loupe Cell Browser software 6.0 following protocol from the 10x Genomics website via the following URL: https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/tutorials/neutrophils. SMAD3 + and SMAD3- TANs were re-clustered through dimensionality reduction with UMAP and expression of neutrophils marker genes (CSF3R, FPR1, NAMPT, MNDA, and FCGR3B) (Supplementary Fig. 7).

### RNA velocity and developmental trajectory analysis

RNA velocity analysis was performed by scVelo to infer the future states of individual cells using the spliced and unspliced information as described in previous studies^18,56^. The aligned bam file generated by Cell Ranger was recounted with the Velocyto counting pipeline velocyto.py in python. The complete code and notebooks of Velocyto and scVelo utilized is available at http://velocyto.org. and https://scvelo.readthedocs.io. The sample-wise counts of unspliced and spliced reads in loom format were loaded to scVelo. Genes with less than 20 spliced and unspliced counts in a cell were filtered, and the counts were normalized using normalize_per_cell. A total of 2000 high variability genes were identified and retained by filter_genes_dispersion, following which the counts were log-transformed using log1p. The first- and second-order moments for each cell across its nearest neighbors were calculated using scvelo.pp.moments. Subsequently, the velocities were estimated using the scvelo.tl.velocity and the velocity graph constructed using scvelo.tl.velocity_graph function. Velocities were visualized on top of the diffusion UMAP space. The confidence values of the RNA velocity were computed with scVelo.tl.velocity_confidence function. Developmental trajectories of Smad3-WT and Smad3-KO TANs were reconstructed using the Monocle package; N1 (Tnf^+^) and N2 (Ccl2^+^) phenotypes were annotated according to *Tnf* and *Ccl2* expression, respectively.

### Untouched bone marrow-derived neutrophils (BMDN)

Bone marrow from the tibia, femur, and ilium was harvested from LLC tumor-bearing mice, filtered using 40-μm nylon mesh and decontaminated from erythrocytes to prepare single-cell suspension as described in our previous study^17^. BMDNs were isolated using the Untouched Neutrophil Isolation Kit (130-097-658, Miltenyi Biotec) according to the manufacturer’s instruction and maintained with Iscove’s Modified Dulbecco’s Medium (Gibco) supplemented with 1% horse serum (Rockland) and 10 ng/ml granulocyte-macrophage colony-stimulating factor (GM-CSF) (Invitrogen).

### Untouched peripheral blood-derived neutrophils (PBDN)

PBDNs were isolated from healthy human buffy coat samples using the Whole Blood Neutrophil Isolation Kit (130-104-434, Miltenyi Biotec) according to manufacturer’s instructions and kept in RPMI 1640 (Gibco) supplemented with 1% horse serum (Rockland) and 10 ng/ml GM-CSF (Invitrogen).

### Anti-Ly6G treatment

Anti-Ly6G antibody (clone 1A8, #BE0075-1)^28^ (50 µg/mouse) was given by intraperitoneal injection to Smad3-WT and Smad3-KO mice 3 days before subcutaneous inoculation with LLC cells, and then given every day until animals were killed. The control group received an IgG isotype control antibody. Tumor size was monitored with a Vernier caliper every 2 days along the treatment course.

### Adoptive transfer study

BMDN isolated from tumor-bearing Smad3-WT and Smad3-KO donors were adoptively transferred into LLC-bearing C57BL/6 J mice. In brief, untouched Smad3-WT and Smad3-KO BMDNs (3 × 10^6^ cells/mouse) were given to recipient mice via tail-vein injection on day 15 and day 20 after LLC tumor establishment, and mice were killed on day 25. This timing was chosen as neutrophil infiltration in the inflammatory site is diminished after 5 days^12^. PBDNs transfected with a scrambled nonsense control siRNA (NC-PBDN) or with SMAD3 siRNAs (S3KD-PBDN) were adoptively transferred into A549-bearing NSG mice via tail-vein infusion on days 15 and 20 after tumor establishment^17^. Tumor volume was measured with a Vernier caliper and calculated using the equation: Volume (mm^3^) = 0.5 (long × square of short diameter).

### Adoptive transfer of DiI/CFSE-labeled BMDNs

Untouched BMDNs were isolated from Smad3-WT and Smad3-KO mice and then labeled with CellTrace™ CFSE Solution (green, Invitrogen) or Vybrant™ DiI Cell-Labeling Solution (red, Invitrogen), respectively, following the manufacturer’s protocol. A 1:1 mixture of CFSE-labeled Smad3-WT-BMDN and DiI-labeled Smad3-KO-BMDN was injected (3 × 10^6^ cells/mouse) into C57BL/6 J mice on Day 15 after inoculation with LLC cells. Mice were killed on Day 16 and tumors were collected.

### Cytotoxicity assay

Untouched Smad3-WT and Smad3-KO BMDNs were co-cultured with LLC cells at ratios of 1:5, 1:10, and 1:20 (LLC: BMDN) for 6 h. In addition, NC- and siSMAD3- treated PBDNs were co-cultured with A549 cells at ratios of 1:2, 1:5, and 1:10 (A549: PBDN) for 6 h. Supernatants were then collected by centrifugation and analysed for LDH release using the CytoTox 96® Non-Radioactive Cytotoxicity Assay (Promega) according to the manufacturer’s instructions.

### Phagocytosis assay (Dil-LLC uptake assay)

LLC cells (1 × 10^7^) were incubated with 50 μL of Vybrant™ DiI Cell-Labeling Solution (Invitrogen, 5 μg/μL in ethanol) for 20 min at 37 °C in the dark. Unbound dye was removed by PBS washing and centrifugation at 500×*g* for 5 min. Untouched Smad3-WT and Smad3-KO BMDNs were co-cultured with Dil-LLC cells at ratios of 1:5 and 1:10 (LLC: BMDN) for 6 h. Fluorescent intensity (excitation 583 nm and emission 475 nm) was detected by a spectrophotometer (Molecular Devices)^13^. Unstained LLC cells and BMDNs were included as negative controls.

For phagocytosis assay-related flow cytometric analysis^57^, untouched Smad3-WT and Smad3-KO BMDNs were co-cultured with Dil-LLC cells at ratios of 1:5 (LLC: BMDN) for 6 h. Flow cytometric data were acquired on LSRFortessa (Becton Dickinson) and analyzed with the Cytobank platform (cytobank.org) for quantitative analysis.

### ChIP-sequencing

Bone marrow-derived neutrophil cells extracted from Smad3-WT mice (pooled from four mice /group) were treated with 10% LLC-CM or normal media (control) for 2 h, then processed using the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology) according to the manufacturer’s instruction^58^. Antibodies against Smad3 and IgG isotype control (Cell Signaling Technology) were used for immunoprecipitation. Smad3 immuno-enriched DNA (input and Smad3-IP) were sequenced using the Illumina HiSeq platform (PE150bp, 40 M raw read), mapped against GRCm38 (mm10) *Mus musculus* genome using Bowtie2, and peaks identified using model-based analysis for ChIP-Seq (MACS) with default parameters. Normalized Smad3 binding regions were visualized by EaSeq^59^, and annotated by the Genomic Regions Enrichment of Annotations Tool (GREAT) for DAVID-GO enrichment analysis. Motif analysis was performed in Trawler (trawler.erc.monash.edu.au) with default parameters.

### Real-time PCR analysis

Total cellular RNA was extracted using the Trizol reagent (Molecular Research Center), reverse transcribed, and quantified by real-time PCR using SYBR Green Supermix (Life Technologies, Carlsbad, CA, USA) with primers as previously described in refs. ^17,60^. The primers used are listed in Supplementary Table 4. The relative expression of target genes was normalized against the internal control GAPDH and calculated by the 2^−ΔΔCt^ method.

### siRNA knockdown

Human PBDNs were harvested and transfected with 100 nM of a scrambled nonsense control (siN05815122147, RIBOBIO) or siRNA against SMAD3 (5′-AAGAGAUUCGAAUGACGGUAA-3′). The knockdown efficiency was quantified by real-time PCR with primers for human SMAD3 and GAPDH (see Supplementary Table 4).

### SIS3 treatment

Tumor-bearing Smad3-WT mice were randomly divided into four groups on Day 7 after inoculation with LLC cells. Mice were administered 2.5, 5, or 10 μg/g SIS3 (S7959, Selleckchem) by daily intraperitoneal injection from day 7 until being killed on day 16 for tumor harvest. The control group received vehicle control (0.05% dimethyl sulfoxide)^17^. Tumor size was monitored with a Vernier caliper. For in vitro experiments, BMDN cells were pre-treated with or without SIS3 (2 μM/mL) for 2 h and then stimulated with LLC-CM for 24 h.

### Statistical analysis

Two-tailed student’s *t*-test and analysis of variance with Bonferroni’s correction were used for statistical analysis of the differences in mRNA expression levels, tumor weight and growth, neutrophil infiltration, viability, cytotoxicity, and phagocytosis, flow cytometric analysis, IHC and IF quantification using the Prism program (Prism 5.0, 9.0 GraphPad Software, San Diego, CA). Data are presented as mean ± SEM. Spearman correlation analysis and log-rank test were used to analyze the NSCLC cohort data. *P* value < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The raw single-cell RNA-seq and ChIP-seq datasets are available in the Gene Expression Omnibus and ArrayExpress database under the accession number GSE186530 and E-MTAB-12740, respectively. The human NSCLC publicly available data used in this study are available in the 10X genomics database [https://www.10xgenomics.com/resources/datasets/40-k-mixture-of-nsclc-dt-cs-from-7-donors-3-ht-v-3-1-3-1-high-6-1-0]. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Kong X (2017). Cancer drug addiction is relayed by an ERK2-dependent phenotype switch. Nature.

[2] Bray F (2018). Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J. Clin..

[3] Boyero L (2020). Primary and acquired resistance to immunotherapy in lung cancer: unveiling the mechanisms underlying of immune checkpoint blockade therapy. Cancers.

[4] Yarchoan M, Hopkins A, Jaffee EM (2017). Tumor mutational burden and response rate to PD-1 inhibition. N. Engl. J. Med..

[5] Schreiber RD, Old LJ, Smyth MJ (2011). Cancer immunoediting: integrating immunity’s roles in cancer suppression and promotion. Science.

[6] Banat GA (2015). Immune and inflammatory cell composition of human lung cancer stroma. PLoS ONE.

[7] Coffelt SB, Wellenstein MD, de Visser KE (2016). Neutrophils in cancer: neutral no more. Nat. Rev. Cancer.

[8] Jaillon S (2020). Neutrophil diversity and plasticity in tumour progression and therapy. Nat. Rev. Cancer.

[9] Dahmani A, Delisle JS (2018). TGF-beta in T cell biology: implications for cancer immunotherapy. Cancers.

[10] Suzuki E (2007). A novel small-molecule inhibitor of transforming growth factor beta type I receptor kinase (SM16) inhibits murine mesothelioma tumor growth in vivo and prevents tumor recurrence after surgical resection. Cancer Res..

[11] Fridlender ZG (2009). Polarization of tumor-associated neutrophil phenotype by TGF-beta: "N1" versus "N2" TAN. Cancer Cell.

[12] Kim MH (2008). Dynamics of neutrophil infiltration during cutaneous wound healing and infection using fluorescence imaging. J. Invest. Dermatol..

[13] Phang SW, Ooi BK, Ahemad N, Yap WH (2020). Maslinic acid suppresses macrophage foam cells formation: regulation of monocyte recruitment and macrophage lipids homeostasis. Vasc. Pharm..

[14] Chung JY (2021). TGF-beta signaling: from tissue fibrosis to tumor microenvironment. Int. J. Mol. Sci..

[15] Chan MK (2022). TGF-beta signaling networks in the tumor microenvironment. Cancer Lett..

[16] Marwitz S (2021). Phosphorylation of SMAD3 in immune cells predicts survival of patients with early stage non-small cell lung cancer. J. Immunother. Cancer.

[17] Tang PM (2017). Smad3 promotes cancer progression by inhibiting E4BP4-mediated NK cell development. Nat. Commun..

[18] Tang PC (2022). Smad3 promotes cancer-associated fibroblasts generation via Macrophage-Myofibroblast Transition. Adv. Sci. (Weinh.).

[19] Golay J (2013). Glycoengineered CD20 antibody obinutuzumab activates neutrophils and mediates phagocytosis through CD16B more efficiently than rituximab. Blood.

[20] Tsuboi N, Asano K, Lauterbach M, Mayadas TN (2008). Human neutrophil Fcgamma receptors initiate and play specialized nonredundant roles in antibody-mediated inflammatory diseases. Immunity.

[21] Jonsson F (2011). Mouse and human neutrophils induce anaphylaxis. J. Clin. Invest.

[22] Zilionis R (2019). Single-cell transcriptomics of human and mouse lung cancers reveals conserved myeloid populations across individuals and species. Immunity.

[23] Shaul ME (2016). Tumor-associated neutrophils display a distinct N1 profile following TGFbeta modulation: a transcriptomics analysis of pro- vs. antitumor TANs. Oncoimmunology.

[24] La Manno G (2018). RNA velocity of single cells. Nature.

[25] Baran Y (2019). MetaCell: analysis of single-cell RNA-seq data using K-nn graph partitions. Genome Biol..

[26] Grieshaber-Bouyer R (2021). The neutrotime transcriptional signature defines a single continuum of neutrophils across biological compartments. Nat. Commun..

[27] Evrard M (2018). Developmental analysis of bone marrow neutrophils reveals populations specialized in expansion, trafficking, and effector functions. Immunity.

[28] Boivin G (2020). Durable and controlled depletion of neutrophils in mice. Nat. Commun..

[29] Zhang YY (2019). LRNA9884, a novel Smad3-dependent long noncoding RNA, promotes diabetic kidney injury in db/db mice via enhancing MCP-1-dependent renal inflammation. Diabetes.

[30] Chapouly C (2020). Desert hedgehog-driven endothelium integrity is enhanced by Gas1 (growth arrest-specific 1) but negatively regulated by Cdon (cell adhesion molecule-related/downregulated by oncogenes). Arterioscler Thromb. Vasc. Biol..

[31] Mathew E (2014). Dosage-dependent regulation of pancreatic cancer growth and angiogenesis by hedgehog signaling. Cell Rep..

[32] Robichaud N (2018). Translational control in the tumor microenvironment promotes lung metastasis: Phosphorylation of eIF4E in neutrophils. Proc. Natl Acad. Sci. USA.

[33] Wang L, Sparks-Wallace A, Casteel JL, Howell MEA, Ning S (2021). Algorithm-based meta-analysis reveals the mechanistic interaction of the tumor suppressor LIMD1 with non-small-cell lung carcinoma. Front. Oncol..

[34] Kuwabara WMT, Andrade-Silva J, Pereira JNB, Scialfa JH, Cipolla-Neto J (2019). Neutrophil activation causes tumor regression in Walker 256 tumor-bearing rats. Sci. Rep..

[35] Batlle E, Massague J (2019). Transforming growth factor-beta signaling in immunity and cancer. Immunity.

[36] Tyagi A (2021). Nicotine promotes breast cancer metastasis by stimulating N2 neutrophils and generating pre-metastatic niche in lung. Nat. Commun..

[37] Mishalian I (2013). Tumor-associated neutrophils (TAN) develop pro-tumorigenic properties during tumor progression. Cancer Immunol. Immunother..

[38] Tufegdzic Vidakovic A (2015). Context-specific effects of TGF-beta/SMAD3 in cancer are modulated by the epigenome. Cell Rep..

[39] Burdon PC, Martin C, Rankin SM (2005). The CXC chemokine MIP-2 stimulates neutrophil mobilization from the rat bone marrow in a CD49d-dependent manner. Blood.

[40] Xu H (2022). Lentinan enhances the antitumor effects of Delta-like 1 via neutrophils. BMC Cancer.

[41] Tabaries S (2015). Granulocytic immune infiltrates are essential for the efficient formation of breast cancer liver metastases. Breast Cancer Res..

[42] Zhong J, Li Q, Luo H, Holmdahl R (2021). Neutrophil-derived reactive oxygen species promote tumor colonization. Commun. Biol..

[43] Zhao L (2018). Pharmacological activation of estrogen receptor beta augments innate immunity to suppress cancer metastasis. Proc. Natl Acad. Sci. USA.

[44] Nakayama KH, Hou L, Huang NF (2014). Role of extracellular matrix signaling cues in modulating cell fate commitment for cardiovascular tissue engineering. Adv. Health. Mater..

[45] Anthoni M, Fyhrquist-Vanni N, Wolff H, Alenius H, Lauerma A (2008). Transforming growth factor-beta/Smad3 signalling regulates inflammatory responses in a murine model of contact hypersensitivity. Br. J. Dermatol.

[46] Flanders KC (2008). Absence of Smad3 induces neutrophil migration after cutaneous irradiation: possible contribution to subsequent radioprotection. Am. J. Pathol..

[47] Chu D, Dong X, Shi X, Zhang C, Wang Z (2018). Neutrophil-based drug delivery systems. Adv. Mater..

[48] Xue J (2017). Neutrophil-mediated anticancer drug delivery for suppression of postoperative malignant glioma recurrence. Nat. Nanotechnol..

[49] Wu N (2020). Discovery of a novel selective water-soluble SMAD3 inhibitor as an antitumor agent. Bioorg. Med. Chem. Lett..

[50] Yang X (1999). Targeted disruption of SMAD3 results in impaired mucosal immunity and diminished T cell responsiveness to TGF-beta. EMBO J..

[51] Li C (2020). The Mincle/Syk/NF-kappaB signaling circuit is essential for maintaining the protumoral activities of tumor-associated macrophages. Cancer Immunol. Res..

[52] Xue VW (2021). USMB-shMincle: a virus-free gene therapy for blocking M1/M2 polarization of tumor-associated macrophages. Mol. Ther. Oncolytics.

[53] Maaten LVD (2014). Accelerating t-SNE using tree-based algorithms. J. Mach. Learn. Res..

[54] Zhang Y (2020). Long non-coding RNA LRNA9884 promotes acute Kidney injury via regulating NF-kB-mediated transcriptional activation of MIF. Front. Physiol..

[55] Becht, E. et al. Dimensionality reduction for visualizing single-cell data using UMAP. *Nat. Biotechnol*. **37**, 38–44 (2018).10.1038/nbt.431430531897

[56] Tang PC (2022). Single-cell RNA sequencing uncovers a neuron-like macrophage subset associated with cancer pain. Sci. Adv..

[57] Wang Y (2022). Extracellular HMGB1 impairs macrophage-mediated efferocytosis by suppressing the Rab43-controlled cell surface transport of CD91. Front. Immunol..

[58] Tang PM (2018). The proto-oncogene tyrosine protein kinase Src is essential for macrophage-myofibroblast transition during renal scarring. Kidney Int..

[59] Lerdrup M, Johansen JV, Agrawal-Singh S, Hansen K (2016). An interactive environment for agile analysis and visualization of ChIP-sequencing data. Nat. Struct. Mol. Biol..

[60] Tang, P. M. et al. DPP4/CD32b/NF-kappaB circuit: a novel druggable target for inhibiting CRP-driven diabetic nephropathy. *Mol. Ther.***29**, 365–375 (2020).10.1016/j.ymthe.2020.08.017PMC779091132956626

# Supplementary material for: Smad3 is essential for polarization of tumor-associated neutrophils in non-small cell lung carcinoma
**Source:** Nat Commun. 2023 Mar 31;14:1794. doi: 10.1038/s41467-023-37515-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Clinical information and the relative marker quantification of Opal tissue array

File Name: Supplementary Data 2

Description: Single cell RNA-seq related gene list and expression level for Figure 3A, 3C, 3D, 3F,3G and 4E

File Name: Supplementary Data 3

Description: ChIP-seq related gene list

How the deposited data were processed for this re-analysis (not part of the article)

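The data are 1 single-cell RNA library from Smad3-WT TANs and 1 from Smad3-KO TANs, each from CD11b+Ly6G+ cells of 8 pooled tumors, together with the tables of Supplementary Data 2 and 3. The deposited matrix holds raw counts of UMIs, which the authors made with Cell Ranger, and barcodes were called as cells by that program with no further filter. The averages in the authors' deposited table of Smad3-WT and Smad3-KO cells are a signal per gene, the UMIs summed over all cells of a library, divided by their total and multiplied by 1311, the median UMIs per cell. The log2 fold changes in the deposited tables were made by the authors, for the 2 libraries and for 13 clusters of the unfiltered cells. The p-values in the deposited tables were also made by the authors, with cells taken as replicates and no test named, and they were not used. The genome build of the single-cell reads was not found in the methods, so no coordinates are given.

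Choices of filters, results and alternatives, and the rule for naming genes, were fixed before the data were examined. Genes are named when the text or figures of the paper name them for these libraries, when they are Smad3, Nos2, Mrc1 or Ly6g, when they are in a supplementary list that a passage is about or in the lists of marker genes of cell types, or when they are among the 10 highest or 10 lowest ratios of genes with at least 200 UMIs. Values in the tables of the paper had been seen when the rule was written. Xist, the Y-linked genes, Itgam, Gapdh, Mpo, Elane, Ctsg and Prtn3 fall outside it, and were chosen after their values or those of related genes were seen.

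Cells were kept with at least 200 genes, under 10% mitochondrial UMIs and more than 500 and under 20000 UMIs, and then, for the filtered cells, with at least 1 UMI of any of the 4 neutrophil markers. A ratio between libraries is a quotient of CPM with an exact interval at the 95% level from the split of the UMIs between the libraries. With 1 library per genotype, a standard error, a test of genotype and a count of changed genes would have no replicate to rest on, so none is given. A fold against 0 UMIs uses a floor of 3 UMIs over the group. A list of genes is summarized by the median ratio of its members with at least 20 UMIs, with 0.5 UMIs added, and by its percentile among 10000 random lists drawn from 20 bins of expression. The lists were those of Fig. 3A, 3F and 4E, the top 10 genes of P1 to P8, the Smad3 targets in BMDN, and lists of stress, neutrophil precursor and proliferation genes, and Xist with Y-linked genes was used for the sex of the mice.

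Clusters were made with scanpy 1.11.5 and igraph 0.11.9 from counts scaled to 10000 per cell and logged, 2000 variable genes, 100 principal components, 15 neighbours and the Louvain method at resolution 0.1, the lowest of a grid from 0.1 to 3 that gave at least 8 clusters. A cluster took the name of a cell type when at least 3 of its marker genes were detected in 10% of cells at 2 times the level of the other cells. The names are "like" names, since clusters were not matched to an outside reference. Thinned cells were drawn down to 500 UMIs, which left out 0 cells. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, with seed 1.

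The intervals were tested on simulated data in which 200 of 11555 genes were changed 4-fold. Of the intervals, 96.1% held the simulated ratio, and 12 of 200 unchanged lists lay outside the central 95% of random lists. Of 2000 simulated cells, 98.8% fell in a cluster led by their own class. The counts were Poisson draws, and these cells were drawn from the summed profile of their own cluster. Both tests thus check the code. They do not cover the spread of UMIs among real cells, background RNA or a difference between libraries.

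Alternatives covered the quality filter, among them the filter that the methods give for MetaCell, the combination of the 4 markers, removal of doublets, thinning, at least 2 UMIs for a positive cell, averaging over cells, totals without mitochondrial and ribosomal protein genes, median-of-ratios scaling, 30 principal components, resolution 1.0 and another seed. Median-of-ratios scaling shifted all log2 ratios by 0.17 in the filtered cells and by 0.22 in neutrophil-like cells. Left out were the enrichment of gene terms, since the sheet of Fig. 3G ends after 1998 genes in the copy used here, and the ChIP-seq reads, RNA velocity, pseudotime, BMDN and human data, which are not analysed here. Of Supplementary Data 3, only the list of target genes was used.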

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

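The tests of the sort, of background RNA in Smad3-KO lymphocytes, of doublet scores in cells without a marker and of a sequence difference between the mice were chosen only after the results were seen, and the others were set once the levels of Xist, Smad3, Gm3839 and the classes of cells were known but before the values that they measure. Each result was picked out because a signal lies above the Smad3-WT library, and each rests on 1 library per genotype.

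Xist stood at 471 CPM in the Smad3-KO library (interval 450.3 to 492) and at 0.657 CPM in the Smad3-WT library, over cells that passed the quality filter. Y-linked genes summed to 17.1 CPM in Smad3-KO (71 UMIs) and 128 CPM in Smad3-WT (1553 UMIs). Among 1321 Smad3-KO cells that were not neutrophil-like, 730 had a UMI of Xist, 30 had a Y-linked UMI, and 7 had both, against 16.6 for independent draws, a quotient of 0.422. The Smad3-KO pool may therefore hold cells of female mice next to cells that carry a Y chromosome, and the Smad3-WT pool nearly none of the former. The methods of the paper name mice of both sexes, so sex may differ between the pools along with genotype, and a share of any difference between the libraries that comes from sex was not tested.

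Smad3 stood at 169 CPM in Smad3-KO neutrophil-like cells (interval 148 to 192) and at 18.2 CPM in Smad3-WT ones (interval 12.2 to 26.1). The ratio within neutrophil-like cells, 9.30, argues against B, T or NK cells as the carriers of these UMIs. The genotypes were taken from the authors' table of averages. The paper's numbers of cells, 4116 for Smad3-WT and 2514 for Smad3-KO, match the barcodes given each genotype, which argues against a wrong label in that table alone. Transcription of the 5′ part of the disrupted allele, a change in the cells and a wrong label shared by the table and the paper's numbers all stay open. None of these was tested.

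Gm3839 stood at 1989 CPM in Smad3-KO neutrophil-like cells (interval 1916 to 2065) and at 6.27 CPM in Smad3-WT ones, and was higher in Smad3-KO in 5 of 5 classes of cells with both libraries. The paper has this gene in its sheet of Fig. 3A, with a log2 fold change of 7.60, and in the top 10 genes of P8. Reads of Gapdh counted on Gm3839 and a sequence difference between the mice that the transplanted carcinoma cells do not share cannot be told apart here. The quotient of Gm3839 over Gapdh differed by 6.15 times between Smad3-KO classes, and was lowest in LLC carcinoma-like cells, at 0.305 of the lowest host class, but both values rest on 31 shallow carcinoma-like cells, at a median of 620 UMIs, of which 6 held all 34 UMIs of Gm3839. Without that class the quotients differed by 1.88 times. The CPM goes the other way, since Gm3839 stood at 1119 CPM in Smad3-KO carcinoma-like cells, against 843 in macrophage or monocyte-like, 560.0 in fibroblast-like, 953 in T or NK-like and 1006 in B cell-like cells, and at 4.80 CPM in Smad3-WT carcinoma-like cells. In neutrophil-like cells the quotient was 0.850 in Smad3-KO and 0.00161 in Smad3-WT, which argues against a miscount of Gapdh that is alike in both libraries. A difference of genotype stays open and was not tested.

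B cell-like cells were 22.4% of Smad3-KO cells (interval 20.8 to 24.1) and 0.0284% of Smad3-WT cells, and T or NK-like cells were 18.7% (interval 17.2 to 20.4) and 1.65%. The level of Ly6g in these Smad3-KO cells was 0.0101 of that in neutrophil-like cells and that of Itgam 0.0924, so they may be lymphocytes that passed the CD11b and Ly6G sort. A difference in sorting between the pools and a difference in the tumors both stay open. UMIs of the 4 neutrophil markers in these cells may be background RNA from neutrophils, since S100a8 and S100a9 stood at 3420 CPM in B cell-like and 2808 CPM in T or NK-like cells, within 1.22 times of each other. Doublets cannot be told apart from this here, since the caller's own threshold marked 2 of 308 such cells and 11.0% lay among the highest scores, against 0.433% of the 693 such cells without a marker and 2.01% of all Smad3-KO cells. Part of these cells may thus be doublets, but UMIs of background RNA could raise such a score as well, and no working caller is behind it.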

How the results depend on the processing

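The tests that leave out cluster 8, also for the precursor and proliferation genes, or remove the highest doublet scores, those of macrophage or monocyte-like cells at other settings of the clusters, those of the share of carcinoma-like cells, and those without the quality filter or with the MetaCell filter for the genes of Fig. 3A, were chosen only after the results were seen. No paired analysis was possible because each genotype has 1 library.

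Of 146 values of 27 results under the alternatives, 80 were taken as unchanged, 65 moved and 1 reversed. A ratio or share was taken as unchanged within its counting interval, the median of a list within the interval of its random lists, and the number of cells within 1.5 times, a wide limit under which 5953 cells without the marker filter still pass against 4504. The N1 markers stayed higher and the N2 markers lower in Smad3-KO under each of the 10 alternatives set before, from 3.10 to 7.74 and from 0.0659 to 0.152 in the filtered cells, and the N1 markers from 2.77 to 3.53 in neutrophil-like cells. The N2 ratio ranged from 0.252 to 0.567 there, but Ccl2, which may be background RNA, carries it while Arg1 goes the other way, at 1.59. This range is thus not read as the N2 level of neutrophils. The share of N1 cells ranged from 9.93% to 30.0% in Smad3-WT and from 87.7% to 96.3% in Smad3-KO TANs. Except where the setting itself changes which cells or UMIs are counted, the cause of each change was not tested.

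Without the quality filter, the N1 share of Smad3-WT TANs was 17.7%, the N1 ratio 7.73, the N2 ratio 0.152, the ratios in neutrophil-like cells 3.53 and 0.252, the share of neutrophil-like Smad3-WT cells 60.2%, and the medians of Fig. 3A 9.02 and 0.287. With the MetaCell filter these were 17.7%, 7.74, 0.151, 3.37, 0.266, 60.1%, 9.06 and 0.285. With at least 2 markers, the N1 shares were 26.3% and 94.8% and the neutrophil-like shares 72.8% and 79.7% for Smad3-WT and Smad3-KO. With at least 3 markers they were 29.4% and 95.7%, and 76.5% and 83.3%. With all 4 markers they were 30.0% and 96.3%, and 73.6% and 87.3%, with 1561 cells in place of 4504 and an N2 ratio of 0.0659. With no marker filter they were 15.1% and 87.7%, and 51.9% and 45.7%, with an N1 ratio of 4.86. The order of the libraries in their share of neutrophil-like cells thus depends on the marker filter.

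Thinning to 500 UMIs gave N1 shares of 23.5% and 94.5%, and at least 2 UMIs gave 9.93% in Smad3-WT TANs. Averaged over cells, the N1 ratio was 3.10, the N2 ratio 0.108, the medians of Fig. 3A 3.96 and 0.744, that of the lower genes in neutrophil-like cells 0.544, and that of the genes of Fig. 4E reversed from 1.43 to 0.930. Totals without mitochondrial and ribosomal protein genes gave an N1 ratio of 4.97. Median-of-ratios scaling gave 5.99, an N2 ratio of 0.141 and an N1 ratio of 3.27 in neutrophil-like cells. With 30 principal components the neutrophil-like share of Smad3-KO TANs was 66.4%, and at resolution 1.0 that of Smad3-WT TANs was 60.4%. The share of macrophage or monocyte-like cells went from 35.9% to 32.9% in Smad3-WT and from 9.08% to 7.23% in Smad3-KO with 30 principal components, and in Smad3-KO to 6.37% with another seed and 4.69% at resolution 1.0. The share of LLC carcinoma-like cells went from 9.18% to 11.1% in Smad3-WT with 30 principal components, to 14.8% with the MetaCell filter and to 15.9% without the quality filter, and in Smad3-KO from 1.27% to 2.70% without it. The N1 ratio of macrophage or monocyte-like cells went from 3.62 to 2.36 and 2.07, and their N2 ratio from 0.107 to 0.145 and 0.197, with the other seed and at resolution 1.0. Without cluster 8 the N1 ratio in neutrophil-like cells was 3.10, the median of the precursor genes went from 98.8 to 6.17 and that of the proliferation genes from 1.52 to 0.708, the latter on 2 genes, and without the highest doublet scores the neutrophil-like share of Smad3-WT TANs was 65.5%. Removal of the doublets that the caller marked took out 3 cells and says nothing about stability.

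Of 395 values of 91 results for single genes, 273 stayed within the interval, 116 moved and 6 reversed. Averaged over cells, Csf3r reversed to 0.796 in the filtered cells and S100a8 to 0.971 in neutrophil-like cells. With all 4 markers, Cdon reversed to 0.829 on 10 and 3 UMIs, Chl1 to 0.829 at the floor on 10 and 0 UMIs, and in neutrophil-like cells S100a8 to 0.925 and Hba-a1 to 0.0248 on 42 and 1 UMIs. For 16 values an alternative gave no value, 13 averaged over cells and 3 with all 4 markers. Depth limits genes with few UMIs, such as Vegfb, with 2 and 1 UMIs in neutrophil-like cells.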

Differences from the paper's values

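The tests without the quality filter and with the MetaCell filter for the genes of Fig. 3A were chosen only after the values were seen. The authors' deposited p-values took cells as replicates, and no such test was made here.

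The paper's filtered cells number 3293 in Smad3-WT and 1323 in Smad3-KO TANs, against 2899 and 1605 here, and no setting gave both. At least 2 markers gave 2451 and 1328 cells, and no quality filter gave 3166 and 1636. The names Smad3-WT TANs and Smad3-KO TANs thus stand for cells that are not the same set as the paper's.

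For the 25 genes of Fig. 3A higher in Smad3-KO TANs, the paper's median log2 fold change is 3.58 and the value here is 2.65. Of the alternatives set before the data were examined, averaging over cells gave 1.98 and median-of-ratios scaling 2.82, at gaps of 1.60 and 0.77 from the paper's value. Values were taken as different beyond 0.44 on the log2 scale, the spread of random lists around the main value. That limit is no error of the difference, since both medians come from the same 25 genes and libraries. It cannot decide whether a setting accounts for a gap. Without the quality filter the median here was 3.17 and with the MetaCell filter 3.18, in settings chosen after seeing the values that drop 0 of the paper's 25 genes. Both lie below the paper's value by 0.41, just inside that limit.

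For the 25 genes lower in Smad3-KO TANs, the paper's median is -2.40 and the value here is -1.24. Averaging over cells gave -0.43 and median-of-ratios scaling -1.06, at gaps of 1.97 and 1.33. The settings chosen after seeing the values, without the quality filter and with the MetaCell filter, gave -1.80 and -1.81, which lie beyond the same limit, at gaps of 0.60 and 0.58, and drop 0 of the paper's 25 genes. The direction was the paper's for 50 of 50 genes over the filtered cells and for 46 of 50 within neutrophil-like cells.

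The paper places the N2 markers Arg1, Ccl2 and Vegfb in P1, a cluster of Smad3-WT neutrophils. Here cluster 6, the LLC carcinoma-like cluster nearest to P1, had the highest level of Vegfb, at 91.9 CPM, while Arg1 stood at 22.7 CPM there against 953 CPM in the macrophage or monocyte-like cluster 2, and Ccl2 at 539 against 2055 CPM. In cluster 3, nearest to P8, Arg1 was higher than in cluster 6, at 57.4 CPM, while Ccl2 and Vegfb were lower. The Tnf, Icam1 and Fas levels were highest in cluster 3, nearest to P8, in the direction the paper states. The paper reports the N2 markers as lower in Smad3-KO TANs, and within neutrophil-like cells Ccl2 was lower, with a ratio of 0.0857, while Arg1 had a ratio of 1.59, from UMIs in 1.86% of Smad3-WT and 1.26% of Smad3-KO cells. In Smad3-WT, Ccl2 stood at 0.0385 and Arg1 at 0.0290 of the macrophage or monocyte-like level, against a median of 0.0369 for macrophage markers. Background RNA may thus account for them, but a level of Ccl2 above it is not excluded. The quotient was not taken in Smad3-KO, so it cannot show that the 65 Smad3-KO UMIs of Arg1 are background. Neither ratio is read as expression in neutrophils.

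The paper ties Stmn1 and Ube2c to the N2 state of Smad3-WT TANs and Il1b and Csf3r to the N1 state of Smad3-KO TANs. Over the filtered cells the ratios went the same way, at 0.730 and 2.04. Within neutrophil-like cells they were 1.60 (interval 0.906 to 2.86) and 0.954 (interval 0.933 to 0.976). Without cluster 8, a setting chosen after seeing the values, they were 0.225 and 1.05. Cluster 8 held Smad3-KO cells only, with 14 UMIs of Stmn1 and 14 of Ube2c of the 32 in Smad3-KO neutrophil-like cells. Its levels of Il1b and Csf3r were below those of clusters 1 and 3. Leaving it out thus moves both ratios in the paper's direction by construction, and that direction is no evidence. The ratio of 0.225 rests on 23 Smad3-WT and 4 Smad3-KO UMIs. A level of background RNA was not set for Stmn1 and Ube2c, so 0.225 is not read as expression in neutrophils. The paper places P2 and P3 among immature neutrophils, and 7 of the top 10 genes of P3 were highest here in the macrophage or monocyte-like cluster 2. Of those of P2, 5 were highest there and 3 in neutrophil-like clusters, and neutrophil-like cells held 21.1% of their Smad3-WT and 63.4% of their Smad3-KO UMIs. In the sheets of Fig. 3C and 4E, where the 2 columns are exchanged, P2 was nearest to the macrophage or monocyte-like cluster 2, with rho 0.87 and 0.82. P3 of these sheets was near none of the clusters found here. Its highest rho was 0.44 for the neutrophil-like cluster 1 on the genes of Fig. 3C and 0.38 for cluster 2 on those of Fig. 4E. Among the authors' deposited clusters it was nearest to cluster 5, with rho 0.95 and 0.96, where the averages of Arg1 and Ccl2 were 1.83 and 3.90 per 1311 UMIs. For the N1 and N2 signature of P8, 38 of 38 genes were higher in cluster 3 than in cluster 6, as the paper has it for P8 and P1, but 15 of 38 against Smad3-WT neutrophil-like cells.

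The paper's number of Smad3 target genes is 64, and the sheet holds 68. Fig. 6M shows Chl1 in Smad3-WT TANs and nearly none in Smad3-KO TANs, while the ratio of Smad3-KO to Smad3-WT here was 3.33. With all 4 markers required, 10 UMIs lay in Smad3-WT and 0 in Smad3-KO TANs, in the direction of the figure. For Samd9l, Zc3h7a and Ly6c1 the ratios of 4.55, 1.40 and 0.161 over all filtered cells go in the direction of the figure. Within neutrophil-like cells Samd9l was also higher in Smad3-KO, while for Zc3h7a a difference beyond counting error depended on the scaling. Ly6c1 had few UMIs in neutrophil-like cells and a far higher level in Smad3-WT LLC carcinoma-like cells, so its ratio over the filtered cells is not read as that of neutrophils.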

Other observations

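The tests of other cell types as carriers of the N1, N2 and immature markers, of carcinoma cells in P1 and of lists without cluster 8, and those of macrophage or monocyte-like cells at other settings of the clusters, were chosen only after the results were seen, and the other tests in this part were set before the values that they measure were seen.

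The level of the N2 markers over the filtered cells was lower in the Smad3-KO library. Of the N2 marker UMIs of the filtered Smad3-WT cells, 98.9% lay outside neutrophil-like cells, so most of this difference may come from the other types of cells that pass the marker filter. Ccl2 in Smad3-WT neutrophil-like cells may be background RNA from macrophage or monocyte-like cells, since its quotient between these classes was 1.05 times the median of their marker genes, of which the quotients ranged from 0.0167 to 0.641, and the quotient of Arg1 was lower, at 0.0290. The interval of the quotient of Ccl2, 0.0323 to 0.0457, lay above those of C1qa, C1qb, C1qc and Pf4, so a level above background is not excluded. Within macrophage or monocyte-like cells the N2 ratio was 0.107 (interval 0.0935 to 0.122), but the class may hold another mix of cells in each library. At resolution 1.0, 48.4% of its Smad3-KO cells and 6.25% of its Smad3-WT cells were dendritic-like, and the N2 ratio of the macrophage or monocyte-like cells was 0.197 (interval 0.170 to 0.228). The mix thus accounts for part of the ratio at most under this setting, other mixes within the class stay open, and with 1 library per genotype it was not tested whether genotype is behind it.

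The level of the N1 markers was higher in the Smad3-KO library. The ratio of 2.81 within neutrophil-like cells argues against other types of cells as the whole cause. The stress genes had a median ratio of 0.688 in neutrophil-like cells, lower in 20 of 22 genes, and 1.01 in the filtered cells, which argues against more stress of handling in the Smad3-KO library. At 500 UMIs per cell, the share of neutrophil-like cells with Tnf was 3.28 times as high in Smad3-KO, which argues against depth. A batch difference cannot be told apart from genotype, since there is 1 library per genotype, and sex and the tumors of the pools also stay open.

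Of the Stmn1 and Ube2c UMIs of the filtered Smad3-WT cells, 97.6% lay outside neutrophil-like cells, so that other types of cells may carry most of this signal. Proliferation genes had a median ratio of 0.669 over the filtered cells, lower in 10 of 12, and of 1.52 in neutrophil-like cells, higher in 5 of 5. Neutrophil precursor genes had median ratios of 23.2, higher in 6 of 6, and 98.8, higher in 4 of 5. The 62 cells of cluster 8 held 98.5% of the precursor UMIs and 41.5% of the proliferation UMIs of Smad3-KO neutrophil-like cells, and without them the medians in neutrophil-like cells were 6.17 and, on 2 genes, 0.708. Of the 10 leading genes of P1, 10 were highest in the LLC carcinoma-like cluster, so P1 may hold carcinoma cells. These genes include ribosomal protein genes, which cells of many types express, and Igfbp4, which is also in the list of carcinoma markers and had been seen in the paper's tables. Of the granule genes of neutrophil precursors, Mpo, Elane and Ctsg had 5, 14 and 9 UMIs in cluster 6 and 0 in the other clusters, all in 1 Smad3-KO cell, which also held 23 of the 27 UMIs of Prtn3 there. That cell is an exception to the name of the cluster.

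For the lower genes of Fig. 3A, other types of cells cannot be told apart from a change within neutrophils, since the median ratio in neutrophil-like cells was 0.799 and, averaged over cells, 0.544. Of 29 genes at a ratio of 10 or more either way in neutrophil-like cells, 6.90% had over 5 times the level in another class of the same library, and 24 were highest in neutrophil-like cells, which argues against background RNA as the cause for most of them. Of the 29, 0 lay within 100 annotated genes of Smad3, which argues against a linked strain difference in these genes themselves within that window. Only 17 of the 1641 ranked genes lay there, too few to judge an excess near Smad3. A linked strain difference that acts on genes farther away cannot be told apart from genotype.

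Nos2, whose protein marks N1 cells in the stainings of tissue, had a ratio of 16.2 (interval 12.0 to 22.4) in the filtered and 30.7 (interval 14.6 to 77.3) in neutrophil-like cells. Mrc1, for the protein that marks N2 cells there, had ratios of 0.124 (interval 0.0960 to 0.158) and 0.383 (interval 0.109 to 1.11), the latter on 15 and 5 UMIs. Its Smad3-WT level in neutrophil-like cells was 0.0264 of that in macrophage or monocyte-like cells, which background RNA may give, and is not read as expression in neutrophils. Ly6g had ratios of 15.8 (interval 11.6 to 21.9) and 7.63 (interval 5.39 to 11.1). The stainings measure protein in other samples.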
